# Impaired cardiac performance, protein synthesis, and mitochondrial function in tumor-bearing mice

**DOI:** 10.1371/journal.pone.0226440

**Published:** 2019-12-18

**Authors:** Taylor E. Berent, Jessica M. Dorschner, Thomas Meyer, Theodore A. Craig, Xuewei Wang, Hawley Kunz, Aminah Jatoi, Ian R. Lanza, Horng Chen, Rajiv Kumar

## Abstract

**Background:**

To understand the underlying mechanisms of cardiac dysfunction in cancer, we examined cardiac function, protein synthesis, mitochondrial function and gene expression in a model of heart failure in mice injected with Lewis lung carcinoma (LLC1) cells.

**Experimental design:**

Seven week-old C57BL/J6 male and female mice were injected with LLC1 cells or vehicle. Cardiac ejection fraction, ventricular wall and septal thickness were reduced in male, but not female, tumor-bearing mice compared to vehicle-injected control mice. Cardiac protein synthesis was reduced in tumor-bearing male mice compared to control mice (p = 0.025). Aspect ratio and form factor of cardiac mitochondria from the tumor-bearing mice were increased compared control mice (p = 0.042 and p = 0.0032, respectively) indicating a more fused mitochondrial network in the hearts of tumor-bearing mice. In cultured cardiomyocytes maximal oxygen consumption and mitochondrial reserve capacity were reduced in cells exposed to tumor cell-conditioned medium compared to non-conditioned medium (p = 0.0059, p = 0.0010). Whole transcriptome sequencing of cardiac ventricular muscle from tumor-bearing vs. control mice showed altered expression of 1648 RNA transcripts with a false discovery rate of less than 0.05. Of these, 54 RNA transcripts were reduced ≤ 0.5 fold, and 3 RNA transcripts were increased by ≥1.5-fold in tumor-bearing mouse heart compared to control. Notably, the expression of mRNAs for apelin (*Apln*), the apelin receptor (*Aplnr*), the N-myc proto-oncogene, early growth protein (*Egr1*), and the transcription factor *Sox9* were reduced by >50%, whereas the mRNA for growth arrest and DNA-damage-inducible, beta (*Gadd45b*) is increased >2-fold, in ventricular tissue from tumor-bearing mice compared to control mice.

**Conclusions:**

Lung tumor cells induce heart failure in male mice in association with reduced protein synthesis, mitochondrial function, and the expression of the mRNAs for inotropic and growth factors. These data provide new mechanistic insights into cancer-associated heart failure that may help unlock treatment options for this condition.

## Introduction

Understanding the mechanisms underlying cardiac failure in the context of cancer has the potential to reduce morbidity and chemotherapy-associated cardiac toxicity. Humans with cachexia associated with lung, pancreatic and gastrointestinal cancers not only demonstrate skeletal muscle wasting, but also manifest cardiac atrophy and reduced cardiac function[1–10]. Cramer et al. showed that patients with colorectal cancer had reduced left ventricular (LV) ejection fraction, peak oxygen consumption, and higher levels of the endothelium-derived C-terminal-pro-endothelin-1, independent of chemotherapy[2]. Pavo et al. found elevated serum concentrations of NT-proBNP, MR-proANP, MR-proADM, CT-pro-ET-1 and hsTnT in an unselected population of patients with cancer prior to induction of cardiotoxic anticancer therapy. The biomarkers and copeptin were related to all-cause mortality, suggesting the presence of myocardial damage is directly linked to disease progression. Chemotherapy results in additional cardiac dysfunction and heart failure in some cancer patients[11, 12]. There is a need to understand the mechanisms of cardiac dysfunction in the context of chemotherapy-naive cancer patients in order to develop therapies that can mitigate cancer associated heart failure and identify those at increased risk of chemotherapy-induced heart failure.

Pre-clinical studies where tumor cells are administered to rodents have been developed to define the effects of tumor cells on cardiac function[3]. In AH-130 hepatoma Wistar-Han rats, loss of body weight in tumor-bearing rats is accompanied by a reduction in heart weight, LV mass and contractility, increased fibrosis, decreased calcium-dependent ATPase activity, and altered heart muscle redox balance[13–15]. Wistar-Han rats injected with Walker-256 tumor cells also present with cardiac failure[16]. Further, cardiac fractional shortening and cardiac wall thickness were significantly reduced in male CD2F1 mice administered colon-26 adenocarcinoma cells compared to control mice[17]. Tumor-bearing mice also exhibited increased cardiac fibrosis, decreased cardiac myofibrillar proteins, increased protein ubiquitination, and altered composition of MHC. Increased expression of brain natriuretic peptide, c-Fos and decreased peroxisome proliferator-activated receptor α and its responsive gene carnitine palmitoyltransferase 1 are noted in tumor-bearing mice[17, 18]. The expression of biomarkers of protein degradation is increased in the hearts of female CD2F1 mice with systolic and diastolic dysfunction induced by colon-26 tumor cells[19]. Others have found heart failure, decreased cardiac cell size, increased autophagy and normal caspase 3 activity and protein ubiquitination in male (but not female) CD2F1 (Balb/c X DBA2) mice injected with colon-26 adenocarcinoma cells[18, 20, 21]. In sum, animal models demonstrate reduced cardiac function, increased cardiac fibrosis with variable evidence for altered protein ubiquitination. There is very limited information describing changes in protein synthesis, mitochondrial function, and RNA expression.

In a mouse model of lung cancer cell-associated cachexia, we now describe novel mechanisms that are associated with cardiac atrophy and impaired function. We show that cardiac protein synthesis is markedly reduced in the absence of overt evidence for increased protein degradation. We demonstrate morphological and biochemical alterations in cardiac mitochondria in tumor-bearing mice and attenuated mitochondrial oxygen uptake in cultured human cardiomyocytes exposed to conditioned media from tumor cells. Marked reduction in the mRNA expression of apelin and the apelin receptor were evident in hearts of tumor-bearing mice. The described model of lung cancer cell-induced cardiac cachexia is likely to be useful in the isolation of factors causing reduced cardiac function in the context of cancer, and may open the door to therapies designed to reduce cardiac failure in patients with cancer.

## Materials and methods

### Ethics statement

The Mayo Clinic Animal Care and Use Committee specifically approved animal experiments conducted in this study: Mayo Clinic IACUC protocol number A00002917-17.

### Cardiomyocyte and LLC1 tumor cell culture

Lewis lung carcinoma (LLC1) cells (American Type Culture Collection) were grown in Dulbecco’s Modified Eagle’s Medium (DMEM) with 10% fetal bovine serum (FBS). AC16 human cardiomyocytes (Millipore Sigma) were grown in DMEM/F12 with 12.5% FBS. Cells were grown at 37° C with 5% CO_2_. Conditioned medium (CM) from LLC1 cells grown for 24h was filtered and diluted to 25% in fresh media prior to treatment of AC16 cardiomyocytes.

### Animal use

Experiments were approved by the Mayo Clinic Institutional Animal Care and Use Committee. Seven week-old C57BL/J6 male and female mice were obtained from the Jackson Laboratory and maintained on PicoLab^®^ 5053 rodent diet. 0.1 mL of PBS or 1 x 10^6^ LLC1 tumor cells in PBS were injected subcutaneously into the left flank of 7 week-old mice. Body mass was recorded prior to and 14 days post-injection. At 14 days, the animals were euthanized with carbon dioxide and tissues were isolated, weighed and stored at -80° C.

### Echocardiography

14 days post vehicle- or LLC1 tumor-injected mice were anesthetized with isoflurane (1.5% v/v in O_2_) before echocardiography[22, 23]. A Vivid 7 Ultrasound Unit (GE Medical Systems) was used for the echocardiography[22, 23]. All the measurements and calculations were performed according to the American Society of Echocardiography guidelines. EchoPAC software (GE) was used for data analysis.

### Fractional protein synthesis rates

Mice were injected intraperitoneally with 1.5 mmoles/kg ^13^C_6_-phenylalanine (Cambridge Isotope Laboratories, 99 atom percent excess) 25 mins prior to euthanasia and collection of heart tissue[24]. Cardiac ventricular tissue was isolated and frozen in liquid nitrogen. 20 mg of pulverized heart tissue was suspended in 5% sulfosalicylic acid and sonicated for 10 mins at 4° C to extract the tissue fluid (TFF) free amino acids. The tissue pellets were washed with petroleum ether and heated to 60° C for 90 mins in 0.8 M NaOH. Tissue supernatants obtained after NaOH treatments were hydrolyzed at 110° C for 20h in 3N hydrochloric acid. The hydrolysates and TFF samples were purified on cation exchange columns (BioRad, AG 50W-X8 resin) and dried. The TFF and hydrolysate amino acids were analyzed via mass spectrometry as described previously[25]. The fractional synthesis rates (FSR) of cardiac muscle protein were calculated from isotopic enrichment of ^13^C_6_ phenylalanine in tissue (Ie), using the TFF phenylalanine enrichment (Pe) as the precursor pool[24] and the equation: FSR (%/h) = [Ie/(Pe * t)] * 100, where t represents time[26].

### Cardiac RNA isolation and mRNA sequencing

Ventricular tissue was suspended in Qiazol® Lysis Reagent (Qiagen) and homogenized. Total RNA purification was performed using a miRNeasy® Mini Kit (Qiagen) and quantified via Nanodrop^™^ ND-1000 spectrophotometry. 200 ng of RNA/sample were submitted to Mayo’s Gene Expression Core for Illumina library preparation (RNA sample kit, v2) and sequencing (150 base paired ends index reads, Illumina HiSeq4000 platform) as previously described[27, 28]. Mouse genome build (mm10) was used in sequencing read alignment. Sequencing data was deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/; GEO # GSE130704).

### Analysis of mRNA sequencing data

mRNA-seq data was processed by the Bioinformatics Core to identify mRNAs that were differentially expressed between the PBS-injected and LLC1 tumor cell-injected groups as previously described[27, 28].

### Transmission electron microscopy of cardiac mitochondria

Ventricular samples were stored in Trump’s fixative (4% paraformaldehyde, 1% glutaraldehyde, 100 mM cacodylic acid, 2 mM MgCl_2_) at 4°C. The Mayo Electron Microscopy Core processed the samples for osmium tetraoxide staining, resin embedding and ultrathin-sectioning for transmission electron microscopy (TEM)[28] with a JEOL JEM-140 microscope with an accelerating voltage of 80 kV. Longitudinal section images were collected at random with a fixed magnification of 20,000. Three samples from tumor-bearing and three samples from control mice were processed for TEM. Three images of each sample were analyzed. Mitochondria were traced using ImageJ software to provide cross-sectional area, aspect ratio and form factor data[29, 30].

### AC16 cardiomyocyte oxygen consumption rates

Mitochondrial oxygen consumption was measured with a Seahorse XF24 Analyzer (Agilent Technologies) as previously described[31]. AC16 cells were grown to confluency and treated for 24h with either 25% (v/v) LLC1 CM or 25% non-CM. Oxygen consumption rates were measured following sequential addition of 1 μM oligomycin, 1 μM FCCP and 0.5 μM rotenone + antimycin A and normalized to protein.

### Immunoblot analysis

Cardiac muscle homogenates were prepared by snap freezing samples in liquid nitrogen, followed by pulverization and suspension of the powder in T-PER (Thermo). Sodium dodecyl sulfate polyacrylamide gel electrophoresis of cardiac tissue homogenates was performed using NuPage 4–12% gradient gels (Invitrogen) with loading of 2 μg protein per lane. Following electrophoresis, proteins were transferred to polyvinylidene fluoride membranes, followed by treatment with antibodies directed against components of mitochondrial OXPHOS complexes (abcam, ab 110413) and developed using a chemiluminescent reagent kit (Roche). Corrections for protein loading were performed using SYPRO Ruby (Thermo). The density of various protein bands was quantitative using Image J (NIH).

### Histological assessment of fibrosis in cardiac tissue sections

Cardiac tissues derived from tumor-bearing mice or vehicle-injected mice were embedded in paraffin, fixed, sectioned and stained with hematoxylin-eosin or Masson trichrome stain. Sections were assessed by a pathologist for the presence or absence of fibrosis.

### Statistical methods

Statistical differences between vehicle- and LLC1 tumor-bearing conditions were analyzed using Student’s two-tailed t test, assuming equal variance. A p value of < 0.05 was regarded as statistically significant. A cut-off for the false discovery rate was set at 0.05 to determine significant changes in mRNA expression.

## Results

### Echocardiography reveals impaired heart function in male but not female LLC1 tumor-bearing mice

14 days post LLC1 tumor cell or PBS vehicle injection, heart echocardiography showed that tumor-bearing male mice had significantly thinner LV posterior walls (LVPW, 0.628 ± 0.04 mm systole and 0.482 ± 0.03 mm diastole) compared to vehicle-injected mice (1.122 ± 0.04 mm systole and 0.698 ± 0.01 mm diastole; both p < 0.0001, Fig 1A and 1B). The interventricular septa (IVS) of the tumor-bearing male mice in systole were also significantly thinner, 0.833 ± 0.04 mm compared to 1.099 ± 0.02 mm in the vehicle-injected mice (p < 0.0001, Fig 1C). The IVS in diastole was not significantly different between the two groups (p = 0.29, Fig 1D). The LV internal dimensions (LVID) of the tumor-bearing males were significantly increased, 3.303 ± 0.08 mm systole and 4.113 ± 0.04 mm diastole, compared to 2.607 ± 0.08 mm systole and 3.699 ± 0.11 mm diastole in vehicle-injected mice (p < 0.0001 and p = 0.0035, Fig 1E and 1F). Heart ejection fraction (EF) was significantly impaired in tumor-bearing male mice, 46.56 ± 2.5 (Teichholz) and 48.22 ± 2.5% (Cubed) versus 63.4 ± 1.1 (Teichholz) and 65.1 ± 1.1% (Cubed) in vehicle-injected male mice (both p < 0.0001, Fig 1G and 1H). The percent fractional shortening (% FS) was significantly impaired in tumor-bearing male mice, 19.67 ± 1.3% compared to 29.4 ± 0.8% in vehicle-injected male mice (p < 0.0001, Fig 1I).

**Fig 1:**
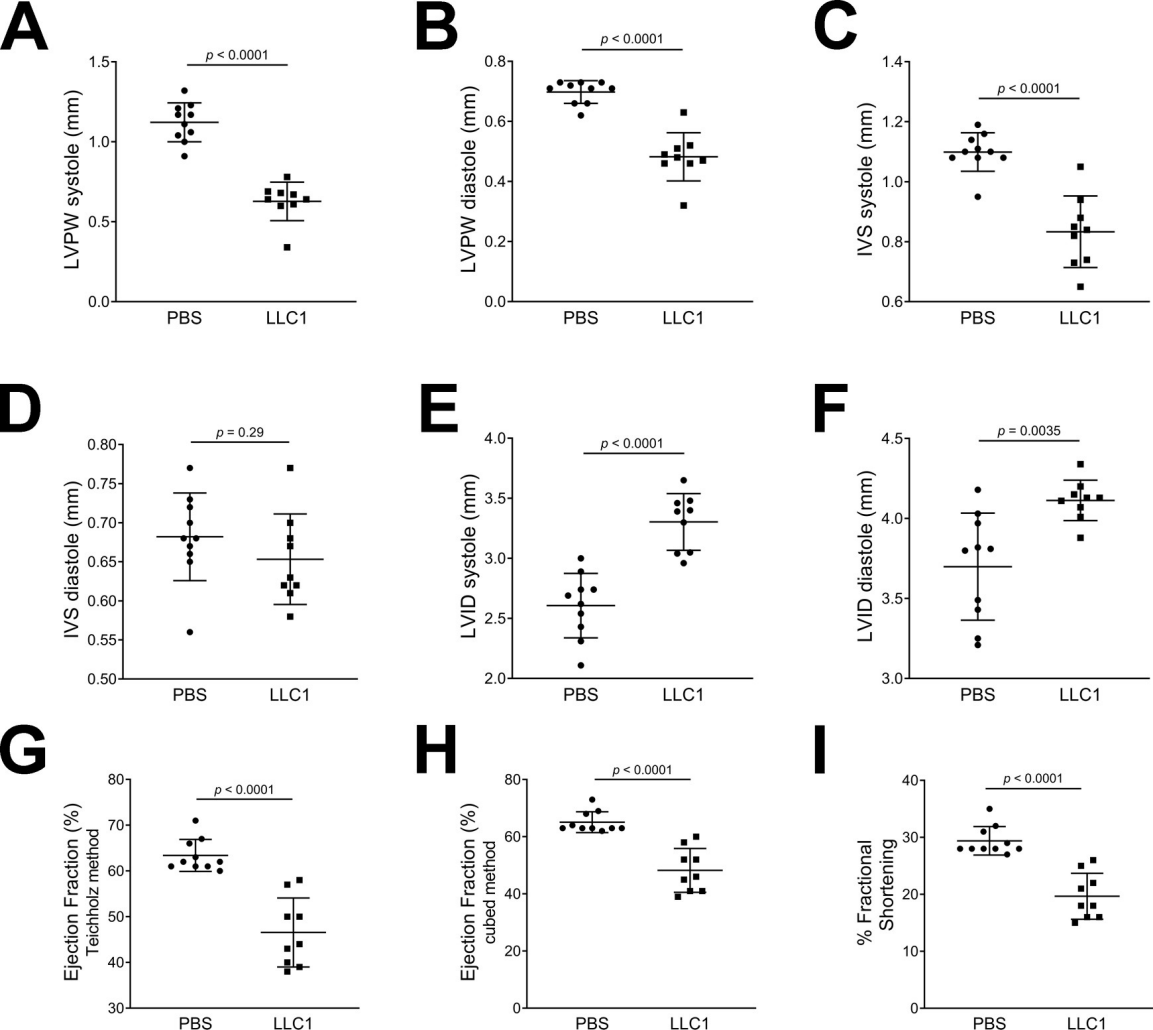
Effects of PBS- and LLC1 tumor cell-injection on ventricular echocardiography in male mice 14 days post-injection of vehicle or cells. A. LV posterior wall (LVPW) thickness in systole. B. LVPW thickness in diastole. C. Interventricular septum (IVS) thickness in systole. D. IVS thickness in diastole. E. LV internal dimension (LVID) in systole. F. LVID in diastole. G. Ejection fraction (%) calculated by the Teichholz method. H. Ejection fraction (%) calculated by the cubed method. I. Percentage (%) fractional shortening.

Female mice injected with tumor cells displayed no differences on echocardiography compared with PBS-injected mice (Fig 2, panels A-I).

**Fig 2:**
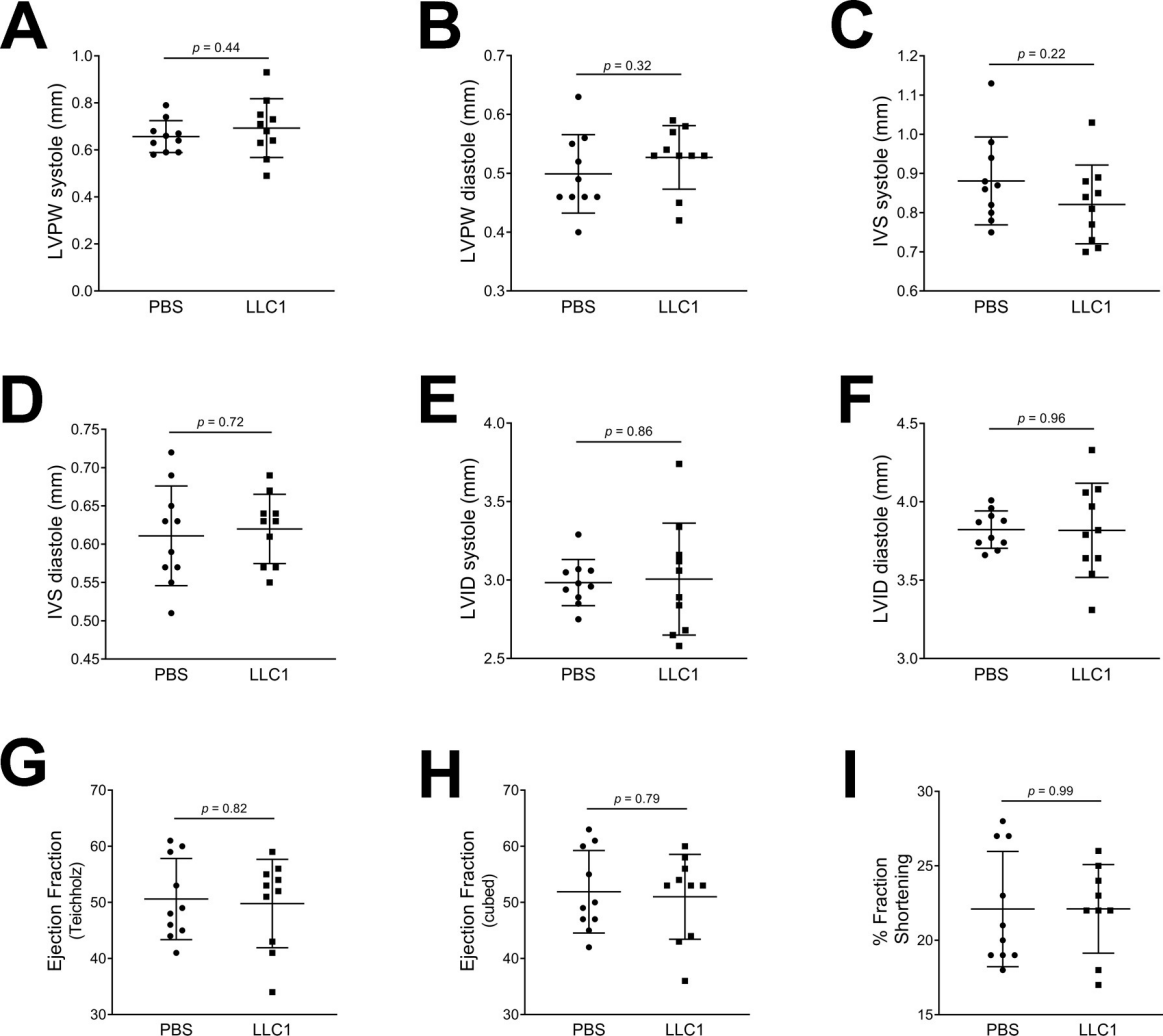
Echocardiography in PBS- and LLC1 cell-injected female mice. A. LVPW thickness in systole. B. LVPW thickness in diastole. C. IVS thickness in systole. D. IVS thickness in diastole. E. LVID in systole. F. LVID in diastole. G. Ejection fraction (%) calculated by the Teichholz method. H. Ejection fraction (%) calculated by the cubed method. I. Percentage (%) fractional shortening.

### Cardiac fractional protein synthesis rate is decreased in male tumor-bearing mice

We investigated whether decreased protein synthesis might be contributing to the cardiac atrophy in LLC1 tumor-bearing male mice. Cardiac ventricular samples were analyzed to assess incorporation of labeled ^13^C_6_-phenylalanine into protein[26]. The fractional protein synthesis rate was significantly decreased in tumor-bearing male mice compared to PBS-injected mice (FSR 0.386 ± 0.02%/h in tumor-bearing mice versus 0.492 ± 0.03%/h in vehicle-injected mice (p = 0.025, Fig 3A)). These data are consistent with the measured cardiac mass in tumor bearing and control mice. Fourteen days following the injection of tumor cells or vehicle, heart masses tended to be lower in tumor-bearing male mice (110.7 ± 3.3 g in tumor-bearing mice compared to 121.9 ± 5.4 g in vehicle-injected mice, p = 0.10, Fig 3B). Tumor-bearing male mice had heart/body mass ratios of 0.0047 ± 0.0001 compared to 0.0052 ± 0.0002 in the vehicle-injected group (p = 0.10, Fig 3C). In female mice the heart masses were similar in PBS-injected and tumor-bearing groups (93.3 ± 2.5 g and 96.1 ± 1.9 g, respectively (p = 0.38)).

**Fig 3:**
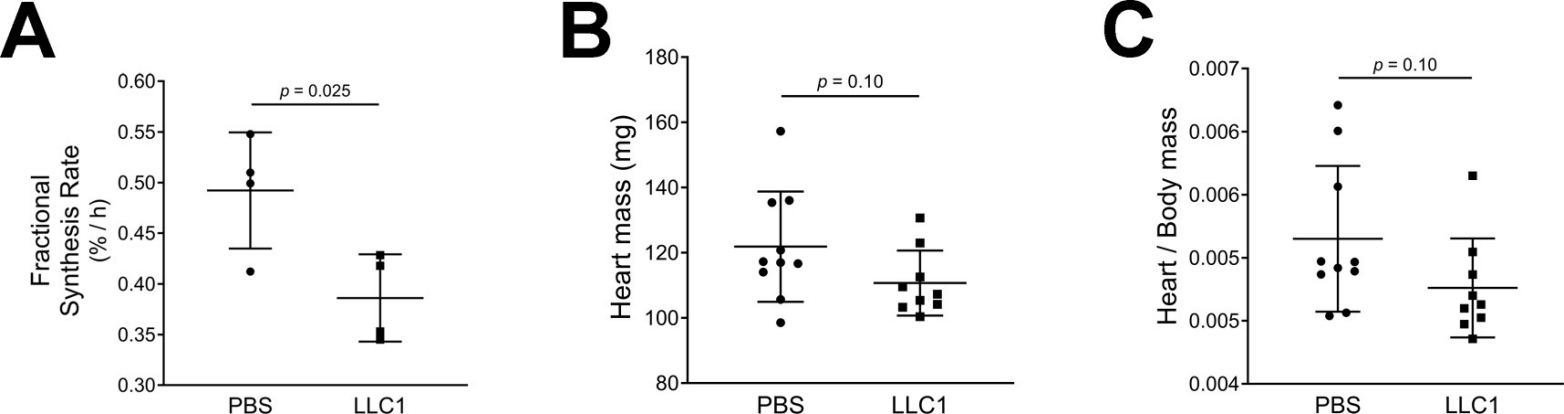
A. Protein fractional synthesis rates in the hearts of tumor-bearing and control mice. B. Heart masses of tumor-bearing and control mice. C. Heart/body mass ratios of tumor-bearing and control mice.

### Altered morphology of cardiac mitochondria of male LLC1 tumor-bearing mice

Mitochondria play a major role in the generation of energy in cardiac tissue[32]. We assessed changes in mitochondrial morphology using transmission electron microscopy of cardiac muscle from tumor-bearing mice and controls. Cardiac intra-myofibrillar mitochondria from the tumor-bearing mice appeared altered in appearance (Fig 4A) compared to cardiac mitochondria of control mice. The ventricular mitochondrial cross-sectional area was 0.3889 ± 0.028 μm^2^ in tumor-bearing mice compared to 0.4821 ± 0.042 in the PBS-injected group (p = 0.084, Fig 4B). Cardiac mitochondrial number in tumor-bearing mice was 31.22 ± 2.6 mitochondria/image compared to 26.56 ± 1.9 in the PBS group (p = 0.17, Fig 4C). Mitochondrial density was statistically similar between the groups (Fig 4D). Cardiac mitochondrial aspect ratio (AR, major/minor axis) was increased in tumor-bearing mice, 1.764 ± 0.05 compared to 1.636 ± 0.03 in the vehicle-injected group, p = 0.042, revealing that cardiac mitochondria have a more elongated shape in tumor-bearing mice (Fig 4E). Form factor (FF, perimeter^2^/4π·area) was increased in cardiac tissue from tumor-bearing mice (FF 1.869 ± 0.03 in tumor-bearing mice compared to 1.687 ± 0.05 in the vehicle-injected group, p = 0.0032 (Fig 4F) indicating more branched mitochondria.

**Fig 4:**
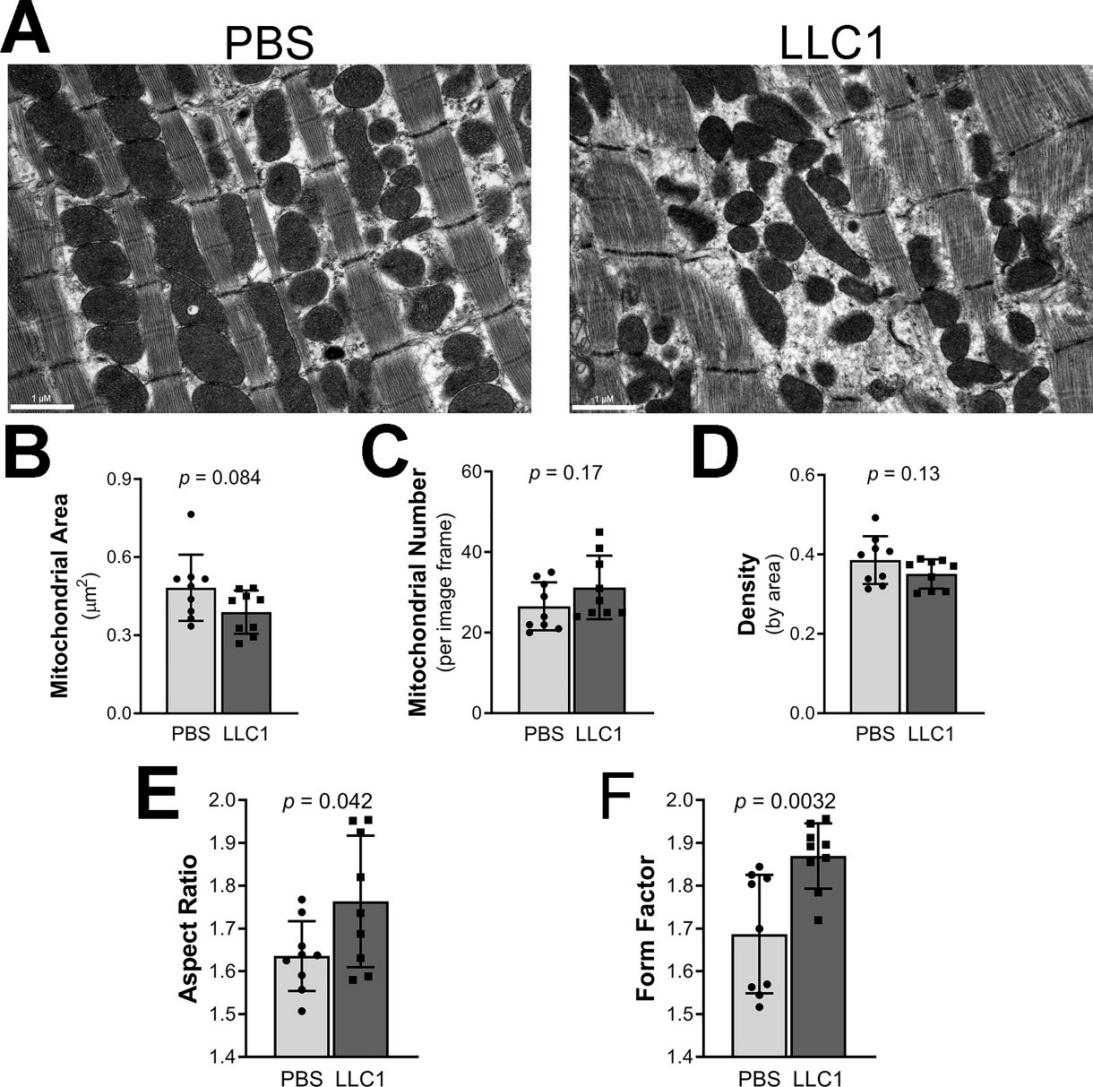
Effects of LLC1 tumor cells on cardiac myofibrillar mitochondrial morphology. A. Ventricular tissue from PBS-injected mice (left panel) and LLC1 tumor-bearing mice (right panel). B. Average cross-sectional area (μm^2^) of intramyofibrillar mitochondria. C. Mitochondrial number per image. D. Mitochondrial density by area, calculated per image frame area of 43.588 μm^2^. E. Mitochondrial aspect ratio. F. Mitochondrial form factor (FF).

### LLC1 tumor cell-conditioned media impairs maximal mitochondrial oxygen consumption in cultured human cardiomyocytes

Since in vivo evidence points to altered mitochondrial morphology in tumor-bearing mice, we tested the effects of LLC1 tumor cell conditioned medium on cardiac mitochondrial oxygen consumption rates (OCR) in cardiomyocytes maintained in culture. Monolayers of cultured human cardiomyocytes (AC16 cells) were exposed to fresh cardiomyocyte media + 25% LLC1 tumor cell CM or LLC1 culture medium not exposed to cells (non-CM) for 24 hours prior to OCR measurements. Basal oxygen consumption rates were unchanged in AC16 cells exposed to CM or non-CM (CM OCR 9.07 ± 0.3 pmol O_2_/min/μg protein and non-CM OCR 9.19 ± 0.6 pmol O_2_/min/μg protein, p = 0.85, Fig 5A and 5B). After adding oligomycin, which blocks mitochondrial complex V, the OCR of both CM and non-CM treated-wells was similar (Fig 5A). Maximal OCR of cardiomyocytes in the presence of the uncoupling agent FCCP was significantly lower in the cells exposed to the LLC1 CM compared to the non-CM (CM OCR 12.58 ± 0.7 pmol O_2_/min/μg protein versus non-CM OCR16.67 ± 1.1 pmol O_2_/min/μg protein, p = 0.0059, Fig 5A and 5C). Mitochondrial reserve capacity was reduced in the cardiomyocytes exposed to CM versus non-CM (CM OCR 3.51 ± 0.8 pmol O_2_/min/μg protein and non-CM OCR 7.48 ± 0.6 pmol O_2_/min/μg protein, p = 0.0010, Fig 5D).

**Fig 5:**
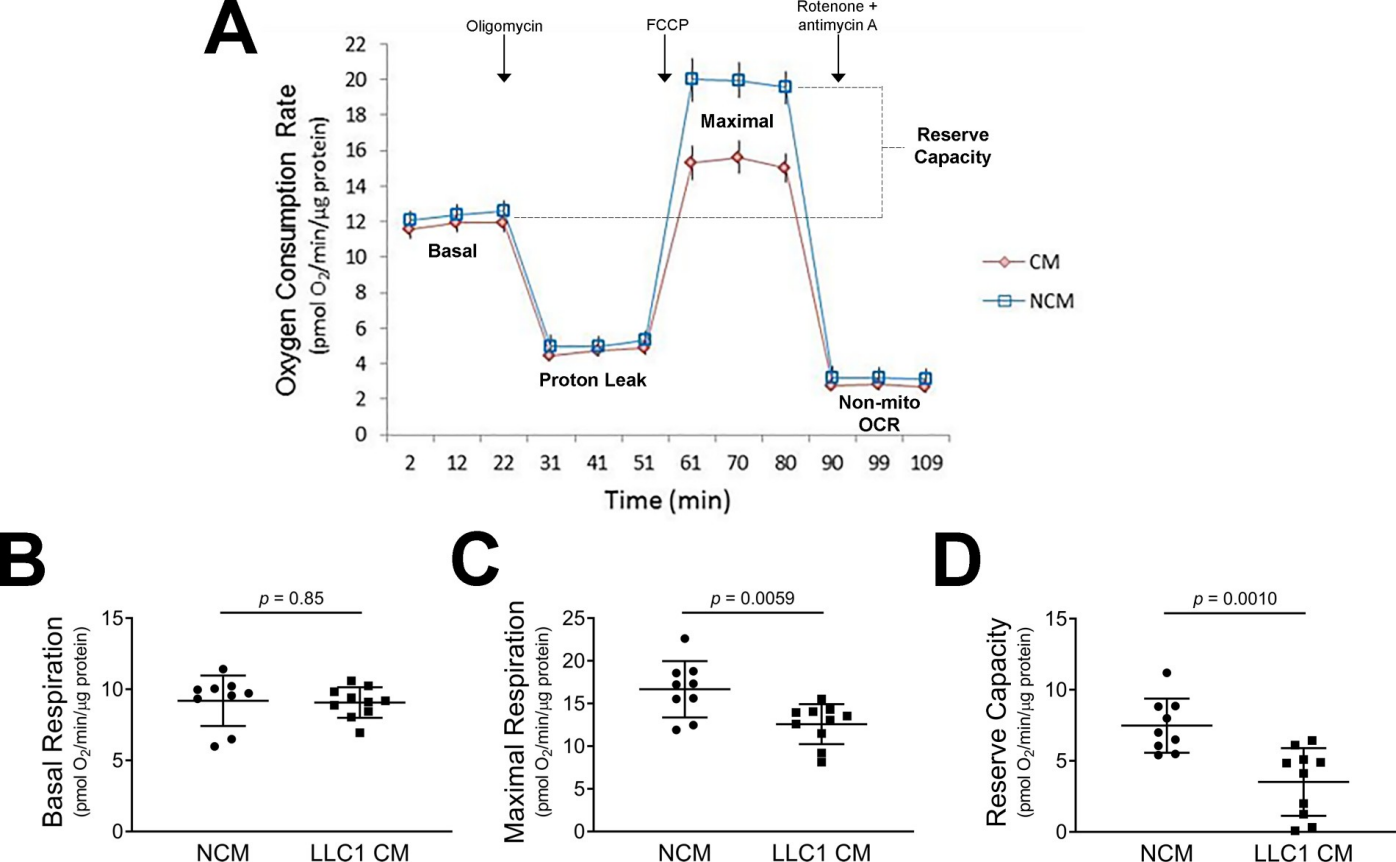
LLC1 tumor cell conditioned medium impairs maximal and reserve mitochondrial oxygen consumption rates in cardiomyocytes. A. Effects of LLC1 tumor cell conditioned media (CM) and non-conditioned media (NCM) on AC16 human cardiomyocyte oxygen consumption rates, normalized to total μg protein. B. Cardiomyocyte basal respiration. C. Cardiomyocyte maximal respiration. D. Cardiomyocyte mitochondrial reserve capacity.

### Assessment of mitochondrial OXPHOS complex proteins by immunoblot

To determine whether changes in mitochondrial morphology and mitochondrial oxygen consumption induced by tumor cells, are associated with reductions in mitochondrial OXPHOS protein expression, we carried out immunoblot analysis of cardiac tissues obtained from tumor-injected or vehicle-injected mice (Fig 6). Complex II, III, IV and V were reduced in cardiac tissues derived from tumor-injected mice (P < 0.0072, 0.0049, 0.029, and 0.027, respectively) compared to vehicle-injected mice.

**Fig 6:**
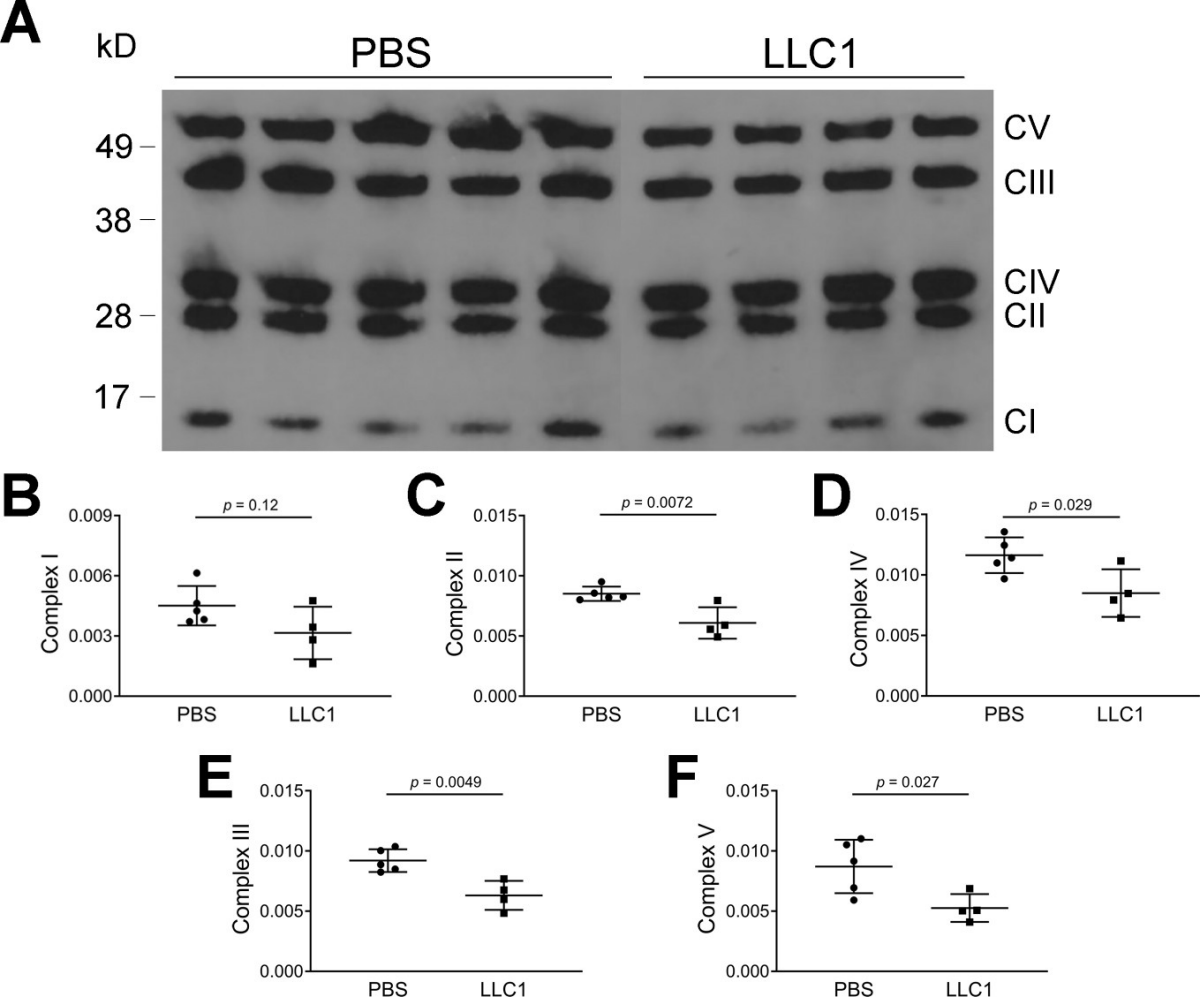
Effects of LLC1 tumor cells on cardiac mitochondrial OXPHOS complexes. A. Immunoblot of mitochondrial OXPHOS complexes derived from tumor-injected mice and vehicle-injected mice B. Densitometric analysis of complex I. C. Densitometric analysis of complex II. D. Densitometric analysis of complex IV. E. Densitometric analysis of complex III. F. Densitometric analysis of complex V. Of note, the sequence of densitometric plots corresponds to the position of the complexes on the gel.

### Mitochondrial respiratory complex mRNA transcript levels in cardiac tissue of male tumor-bearing mice

Mitochondrial respiratory complex mRNA transcripts were quantified by Illumina RNA-seq. 

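Ventricular mRNA was sequenced from 4 male C57BL/6 mice injected with 1000000 LLC1 cells at 7 weeks of age and from 4 male mice injected with PBS vehicle, 14 days after the injection. The authors aligned the reads to mouse genome build mm10 and deposited raw counts of reads per gene for each mouse, without normalization. The paper's text does not name the aligner, the counting program, the annotation or the use of strand, nor the test behind the FDR of a transcript. It refers to earlier papers for the processing and comparison of the mRNA data. Student's t test is named in it only for comparisons in general. Mice are named below by their injection and their replicate code, such as PBS 1-1. The counts on genes came to between 15342214 and 19747596 in the tumor-bearing mice (median 17322668) and to between 12480706 and 16192158 in the PBS-injected mice (median 14936476). Of the 43346 genes listed, 16111 passed edgeR's default filter on low counts and were tested. Counts were normalized with edgeR's TMM factors and are given as counts per 1000000 counts (CPM). The groups were compared with edgeR's quasi-likelihood test, and FDR stands for its p-value after Benjamini-Hochberg adjustment over all genes tested. Log2 fold changes are those of tumor-bearing over PBS-injected mice, and coordinates are those of mm10 as the authors list them. The biological coefficient of variation between mice of a group was 0.109. Single genes were also compared with an exact permutation test of log2 CPM, for which 4 mice against 4 allow no 2-sided p under 0.0286. The groups did not overlap for 2766 of the genes tested (17.2%), where chance gives 2.86%. The first principal component of log2 CPM held 31.5% of the variance and separated the tumor-bearing mice from the PBS-injected mice. The second component held 25.2% and separated PBS 1-1 from the other PBS-injected mice.

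**Figure D1:**
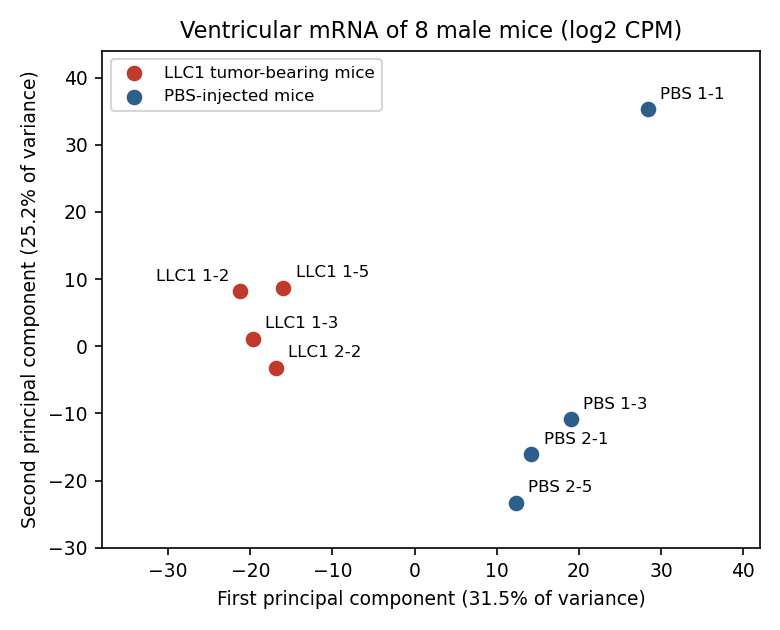
First and second principal components of log2 CPM of the genes tested, with 1 point for each of the 4 tumor-bearing mice (red) and 4 PBS-injected mice (blue). The tumor-bearing mice lie together on the left, and PBS 1-1 lies apart from the other PBS-injected mice on the second component.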

Small increases (1.3 fold or lower) in the expression of mRNAs for Complex I—NADH dehydrogenase (ndufa1, ndufa3, ndufa6, ndufa7, ndufa11, ndufa13, ndufs7, ndufv1, ndufb8), Complex II—succinate dehydrogenase (sdhb), Complex III—ubiquinol-cytochrome c reductase (uqcr10, uqcr11), Complex IV—cytochrome c oxidase (cox6a2, cox8b) and Complex V—ATP synthase (atp5d) were observed in tumor-bearing mice compared to controls (FDR < 0.05, Table A in S1 File).

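All 15 transcripts of Table A were higher in tumor-bearing mice, with fold changes from 1.20 to 1.34 and a median of 1.24. Ndufs7 (ENSMUSG00000020153, chromosome 10, 80249121 to 80256794) had the largest increase. Its level was 567 ± 54.4 CPM (SD, n = 4) in tumor-bearing mice and 422 ± 44.9 CPM (SD, n = 4) in PBS-injected mice, a log2 fold change of 0.43 (standard error 0.09, FDR = 0.0150 from edgeR's quasi-likelihood test). Sdhb (ENSMUSG00000009863, chromosome 4, 140961203 to 140979193) had the smallest, at 1028 ± 80.2 CPM (SD, n = 4) against 856 ± 18.1 CPM (SD, n = 4), a log2 fold change of 0.26 (standard error 0.07, FDR = 0.0338 from the same edgeR test). The FDR was under 0.05 for 11 of the 15 transcripts. It was 0.0539 for Ndufa6, 0.0549 for Ndufa11, 0.0622 for Ndufa3 and 0.0645 for Uqcr10 in the same edgeR test. Adjusted over the 15 transcripts alone, all 15 passed, but since the list is the paper's own selection from these mice this count shows no stability. The groups did not overlap for 12 of the transcripts, and the largest exact permutation p of the 15 was 0.0571. Among the alternatives with all mice, scaling by total counts alone lowered the number of transcripts with an FDR under 0.05 the most, to 4 of 15. Leaving out each mouse in turn gave between 1 and 14 such transcripts, while every log2 fold change stayed positive, the lowest being 0.21 for Ndufa11. Over the alternatives with all mice they also stayed positive, but some were much smaller. The lowest were 0.100 for Cox8b, against 0.296 in the reported comparison, and 0.105 for Uqcr10, against 0.277. Reads of some transcripts could be shared with other genes, as the use of strand is not known. Of the exons of Ndufa13, 30.0% overlap Tssk6 on the other strand, and of those of Cox6a2, 10.3% overlap Itgad. Ndufb8 shares 4.3% of its exons with Gm20538 on the same strand. The 37 genes of mitochondrial DNA have 0 counts in every mouse, so the respiratory chain subunits they encode were not analysed here.

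**Figure D2:**
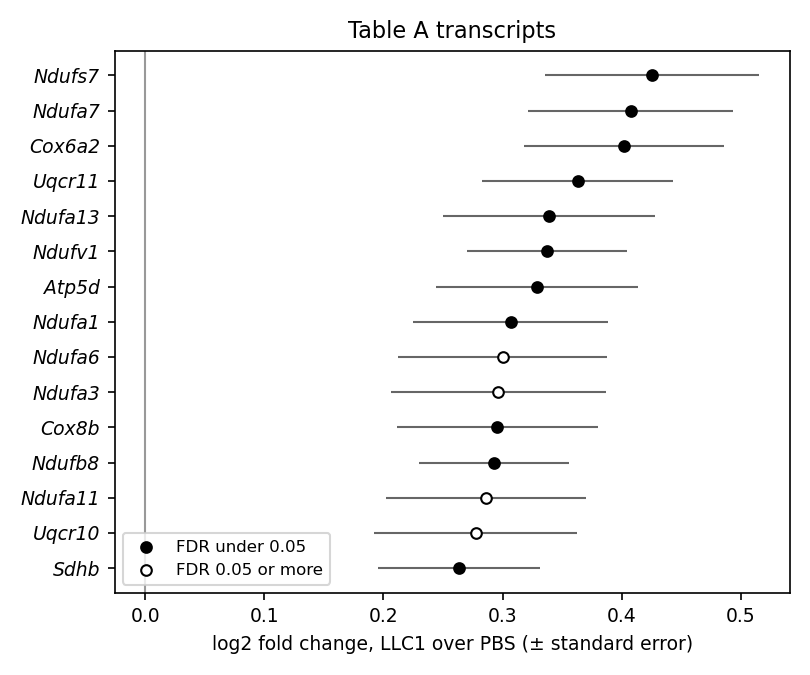
Log2 fold change of each transcript of Table A, tumor-bearing over PBS-injected mice (4 mice in each group). Points are estimates, bars are ± 1 standard error, and open points are the 4 transcripts with an FDR of 0.05 or more.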

### Alterations in cardiac autophagy, proteolysis and apoptosis-related mRNA transcript levels in male tumor-bearing mice

In other rodent tumor models, increased autophagy has been noted in the context of cardiac wasting [13, 33, 34]. To test whether an increased autophagy, proteolysis and apoptosis contribute to a decrease in cardiac wall thickness and cardiac functional impairment in LLC1 tumor-bearing male mice, we measured tissue levels of relevant transcript expression in heart tissues derived from tumor-bearing mice compared to control mice using whole transcriptome sequencing (Tables B-D in S1 File). Changes in some mRNA transcripts of protein influencing autophagy, proteolysis and apoptosis (FDR < 0.05) were observed, but the fold-changes were less than 1.5-fold compared to the transcript levels in control hearts and unlikely to greatly influence cognate protein levels.

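Of the 45 transcripts in Tables B to D, 27 were higher and 18 lower in tumor-bearing mice, each in the direction the paper lists. The FDR was under 0.05 for 21 of the higher and 11 of the lower transcripts. Fold changes ran from 0.554 for Psme2b to 1.49 for Gabarapl1. With an FDR under 0.05, 4 transcripts were changed by 1.5-fold or more in either direction, and all 4 were lower. Rnf144a (ENSMUSG00000020642, chromosome 12, 26306797 to 26415256) had 17.2 ± 3.04 CPM (SD, n = 4) in tumor-bearing mice and 26.5 ± 2.20 CPM (SD, n = 4) in PBS-injected mice, a fold change of 0.650 (log2 fold change -0.62, standard error 0.12, FDR = 0.00947 from edgeR's quasi-likelihood test). Mmp2 (ENSMUSG00000031740, chromosome 8, 92827328 to 92853417) had 52.0 ± 5.68 CPM (SD, n = 4) against 79.1 ± 11.0 CPM (SD, n = 4), a fold change of 0.656 (log2 fold change -0.61, standard error 0.11, FDR = 0.00686 from the same edgeR test). The others were Pik3cg, with a fold change of 0.569, and Psme2b. The groups of Psme2b overlapped, and its transcript is 99.4% identical to that of Psme2 over 794 bases, so its level is uncertain. When each mouse was left out in turn, between 0 and 6 of the 45 transcripts met both the FDR and the 1.5-fold limit. With the first number of the replicate code as a covariate, 2 did.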

### Gene expression in cardiac ventricular tissue derived from male tumor-bearing mice and control mice

To further assess changes in the expression of genes in hearts of tumor-bearing mice that could contribute to reduced cardiac wall thickness and function, we analyzed whole transcriptome data from tumor-bearing mice and control mice. We used a false discovery rate (FDR) of <0.05 and assessed mRNAs that were changed ≤0.5-fold or ≥1.5 fold. 

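The FDR was under 0.05 for 1406 genes, of which 663 were higher and 743 lower in tumor-bearing mice. Of these, 129 were changed to 0.5-fold or lower and 112 were raised to 1.5-fold or more. The edgeR likelihood ratio test gave the most genes with an FDR under 0.05 among the alternatives with all mice, 1855, and scaling by total counts alone gave the fewest, 1018, with only 225 of them higher. With each mouse left out in turn, the number was between 546 (without PBS 1-3) and 1923 (without PBS 1-1). When the fold change was itself tested against the limit with edgeR's glmTreat, no gene passed, although 84 lower genes and 66 higher genes had an unadjusted p under 0.05 in that test. Among genes with an FDR under 0.05 whose groups did not overlap, the largest decrease was that of Kntc1 (chromosome 5, 123749726 to 123821593), which had at most 2 counts in any tumor-bearing mouse. Set against a floor of 3 counts, it was at least 6.96-fold lower. The largest increase among them was that of I830127L07Rik (chromosome 15, 75131377 to 75135128), at 7.54 ± 3.39 CPM (SD, n = 4) in tumor-bearing mice and 1.77 ± 0.411 CPM (SD, n = 4) in PBS-injected mice, a log2 fold change of 2.10 (standard error 0.36, FDR = 0.00617 from edgeR's quasi-likelihood test).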

Table E in S1 File shows data of the 57 transcripts that were either down-regulated or up-regulated following treatment of mice with LLC1 tumor cells. 

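In tumor-bearing mice, 54 of the 57 transcripts of Table E were lower and 3 were higher, in the directions the table gives. The paper chose this list from these mice by FDR and fold change. The same directions and the high counts of transcripts below were therefore largely given in advance. The FDR was under 0.05 for 56 of them in edgeR's quasi-likelihood test. Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) fell the most. Its level was 0.816 ± 0.409 CPM (SD, n = 4) in tumor-bearing mice and 8.38 ± 4.40 CPM (SD, n = 4) in PBS-injected mice, a log2 fold change of -3.33 (standard error 0.43, FDR = 0.00139 from the same edgeR test). Mki67 (chromosome 7, 135689788 to 135716379), another transcript of dividing cells, had a log2 fold change of -2.96 (standard error 0.40, FDR = 0.00177 from the same edgeR test). C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) rose the most, from 12.0 ± 3.64 CPM (SD, n = 4) to 27.0 ± 1.28 CPM (SD, n = 4), a log2 fold change of 1.15 (standard error 0.17, FDR = 0.00284 from the same edgeR test). C4b is 98.3% identical to C4a over 526 bases, so reads could be split between them. The fold change was 0.501 for Vash1 and 0.501 for Map1b, just above the lower limit. The groups did not overlap for 52 of the 57 transcripts. Between 49 and 57 of the transcripts had an FDR under 0.05 when each mouse was left out in turn, and with robust empirical Bayes, the alternative with all mice that moved this count the most, 51 did. Some transcripts share sequence with other genes. Of the exons of Prnd, 97.2% lie within those of Gm28045 on the same strand, while 23.4% of those of Ccnd1 overlap Oraov1 and 23.1% of those of Mest overlap Copg2 on the other strand.

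**Figure D3:**
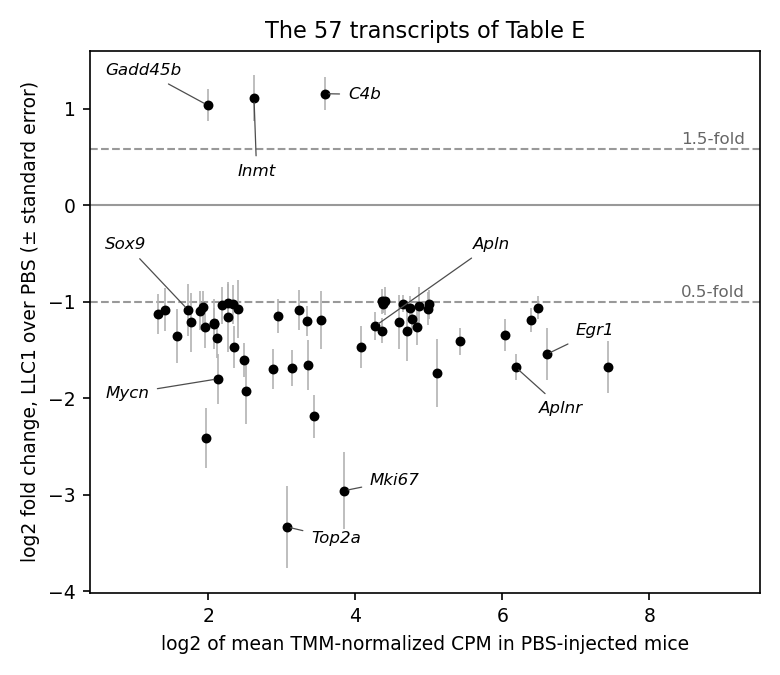
Log2 fold change of each transcript of Table E, tumor-bearing over PBS-injected mice, against its mean level in PBS-injected mice on a log2 scale (4 mice in each group). Points are estimates, bars are ± 1 standard error, and dashed lines mark 0.5-fold and 1.5-fold. Gadd45b, Inmt and C4b lie above the upper line, and the other transcripts lie near or below the lower line.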

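Apln (ENSMUSG00000037010, chromosome X, 48025146 to 48034853), which encodes apelin, had 8.10 ± 1.82 CPM (SD, n = 4) in tumor-bearing mice and 19.3 ± 1.95 CPM (SD, n = 4) in PBS-injected mice. Its log2 fold change was -1.25 (standard error 0.14, FDR = 0.000810 from edgeR's quasi-likelihood test). Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923), which encodes the apelin receptor, had 22.6 ± 3.72 CPM (SD, n = 4) against 72.5 ± 12.2 CPM (SD, n = 4), a log2 fold change of -1.68 (standard error 0.13, FDR = 0.000142 from the same edgeR test), and no gene tested had a lower FDR. Mycn (ENSMUSG00000037169, chromosome 12, 12936096 to 12941914), which encodes N-Myc, had 1.22 ± 0.226 CPM (SD, n = 4) against 4.39 ± 1.45 CPM (SD, n = 4), a log2 fold change of -1.80 (standard error 0.26, FDR = 0.00273 from the same edgeR test). Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) had 33.3 ± 7.10 CPM (SD, n = 4) against 97.1 ± 43.0 CPM (SD, n = 4), a log2 fold change of -1.55 (standard error 0.27, FDR = 0.00690 from the same edgeR test). Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) had 1.55 ± 0.347 CPM (SD, n = 4) against 3.32 ± 1.17 CPM (SD, n = 4), a log2 fold change of -1.09 (standard error 0.27, FDR = 0.0299 from the same edgeR test). For each of these 5 transcripts, every tumor-bearing mouse had a lower level than every PBS-injected mouse (exact permutation test, p = 0.0286). With each mouse left out in turn, the FDR stayed under 0.05 in all 8 fits for Apln, Aplnr, Mycn and Egr1, and in 4 of 8 for Sox9. The FDR of Egr1 rose to 0.0484 with edgeR's robust empirical Bayes, the highest among its alternatives, whose lowest was 1.50e-06.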

Notably, apelin (*Apl*) and apelin receptor (*Aplr*) and *N-Myc*, *Egr1* and *Sox9* mRNAs were significantly decreased. There was a greater than 2 fold increase in the expression of the mRNA for growth arrest and DNA-damage-inducible, β (*Gadd45b*) that encodes a protein involved in the regulation of growth and apoptosis.

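Gadd45b (ENSMUSG00000015312, chromosome 10, 80930091 to 80932204) had 8.16 ± 1.70 CPM (SD, n = 4) in tumor-bearing mice and 3.98 ± 0.439 CPM (SD, n = 4) in PBS-injected mice. The fold change was 2.05 (log2 fold change 1.03, standard error 0.16, FDR = 0.00432 from edgeR's quasi-likelihood test), larger than the spread between mice of either group. Every tumor-bearing mouse had a higher level than every PBS-injected mouse (exact permutation test, p = 0.0286). Its FDR was under 0.05 in all 8 fits that each left out 1 mouse, with log2 fold changes from 0.93 to 1.14.

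**Figure D4:**
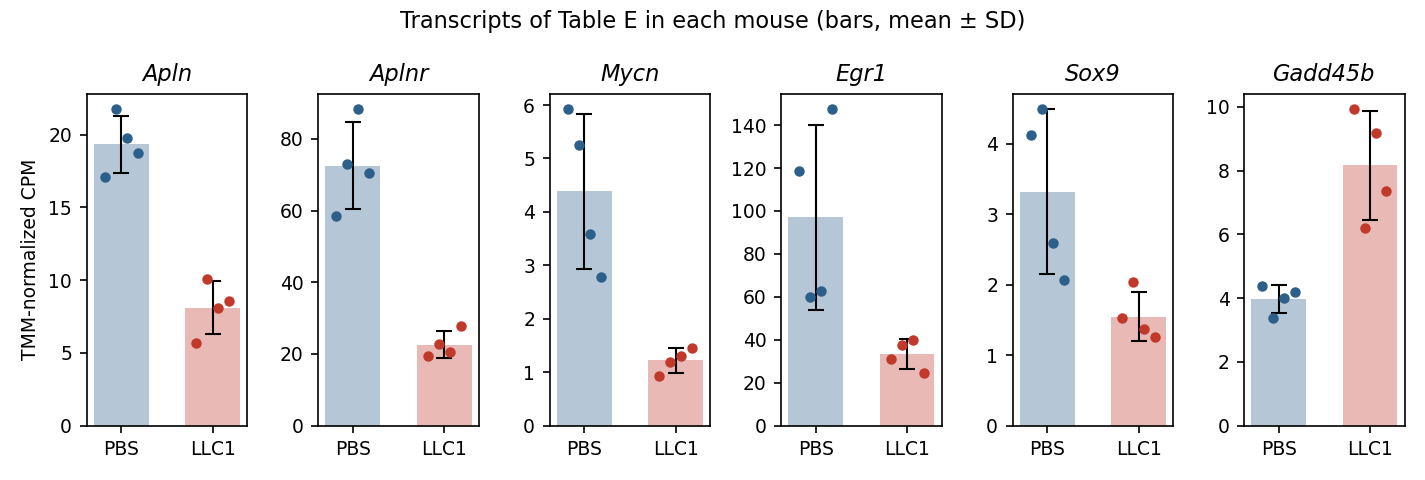
CPM of Apln, Aplnr, Mycn, Egr1, Sox9 and Gadd45b in each of 4 PBS-injected mice (blue) and 4 tumor-bearing mice (red). Bars are means, error bars are ± SD and points are mice. The levels of the groups overlap for none of the 6 transcripts, with Gadd45b higher and the others lower in tumor-bearing mice.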

### Histological assessment of cardiac fibrosis

No evidence of fibrosis was noted in cardiac tissues derived from tumor-injected mice when analyzed by hematoxylin-eosin or Masson trichrome stains (Figure A in S1 File) shows staining of ventricular tissue from vehicle or tumor-cell injected mice using the Masson trichrome stain).

## Discussion

Cancer incidence is predicted to increase dramatically in the coming decades[3, 35]. Patients with advanced cancer develop cachexia characterized by loss of lean and fat mass and weight loss[36, 37]. This syndrome is associated with increased morbidity and mortality, reduced response to chemotherapy and poor survival following surgery[38–41]. Altered regulation of inflammatory, activin A-myostatin, ubiquitin-proteasome, and autophagy-lysosomal pathways, and mitochondrial dynamics are observed in cancer-associated muscle fiber atrophy and weakness in vivo[42–49]. Tumor cell-derived mediators such as TNFα, IL-6, TWEAK, myostatin and extracellular vesicle HSPs have been postulated to play a role in the pathogenesis of cancer cachexia[42–45, 50–56].

Cancer cachexia involves not only skeletal muscle and fat but also involves several other organs such as the brain, liver, intestine and heart[57]. Reports have described cardiac involvement in patients with cancer even before the initiation of chemotherapy[4, 10]. Indeed, circulating concentrations of cardiovascular biomarker peptides like NT-proBNP, MR-proANP, MR-proADM, CT-pro-ET-1 and hsTnT are increased in an unselected population of patients with cancer prior to induction of any cardiotoxic anticancer therapy and are strongly related to all-cause mortality[10]. These data suggest that the presence of subclinical functional and morphological myocardial damage directly linked to disease progression.

We examined heart function by echocardiography in C57/BL6 mice following the implantation of mouse LLC1 adenocarcinoma cells. Fourteen days after LLC1 implantation, tumor-bearing male mice but not control mice, showed reduced cardiac ejection fraction, and decreased ventricular and septal wall thickness. Of note, the effects of tumor cells on cardiac function were sex-specific as female mice implanted with LLC1 cells failed to exhibit changes in cardiac function. These sex-specific effects of LLC1 tumor cells on heart function are consistent with those found by Cosper and Linewand in CD2F1 mice[20]. Our results showing minor effects of LLC1 cells on cardiac function in female C57BL/6 are similar to those reported by Muhlfeld et al.[58]. The cause for sex-related differences in tumor-induced cardiac dysfunction in our model is not known. Previous investigations have shown that the potent and specific estrogen receptor antagonist, fulvestrant, causes female tumor-bearing mice to lose as much cardiac and body mass as tumor-bearing males[20].

We interrogated potential pathophysiologic processes that are responsible for reduced ventricular wall thickness. We found a significant reduction in protein synthesis rates in ventricular tissue. Since tissue protein is also broken down through proteolysis following ubiquitination, we also measured the mRNA transcript levels of the E3 ubiquitin ligases, RING-finger protein-1 (MuRF1)[59] and F-box only protein 32 (FBXO32) protein[60–63] by whole transcriptome shotgun sequencing (WTSS or RNA-seq). We found minor increases in the mRNA levels of these ubiquitin ligases in heart muscle from tumor-bearing mice. Similarly mRNA transcripts for markers of autophagy, were changed to a minor extent in hearts from tumor-bearing mice[64–66]. 

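Trim63 (ENSMUSG00000028834, chromosome 4, 134315120 to 134329629), which encodes MuRF1, had 286 ± 23.7 CPM (SD, n = 4) in tumor-bearing mice and 225 ± 18.6 CPM (SD, n = 4) in PBS-injected mice. The fold change was 1.27 (log2 fold change 0.34, standard error 0.08, FDR = 0.0213 from edgeR's quasi-likelihood test), and the groups did not overlap (exact permutation test, p = 0.0286). Fbxo32 (ENSMUSG00000022358, chromosome 15, 58175879 to 58214892) had 284 ± 52.0 CPM (SD, n = 4) against 207 ± 19.8 CPM (SD, n = 4), a fold change of 1.37 (log2 fold change 0.45, standard error 0.12, FDR = 0.0407 from the same edgeR test). The groups of Fbxo32 overlapped, since LLC1 1-2 had 208 CPM and PBS 1-3 had 233 CPM, and the exact permutation test gave p = 0.0857. Of the exons of Fbxo32, 2.7% overlap Gm15943 on the other strand. With each mouse left out in turn, the FDR stayed under 0.05 in 4 of 8 fits for Trim63 and in 2 of 8 for Fbxo32. Scaling by total counts alone raised the FDR of Fbxo32 to 0.0914 in edgeR's test, the highest among its alternatives with all mice, whose lowest was 0.00652.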

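All 9 transcripts of Table B were higher in tumor-bearing mice, and the FDR was under 0.05 for 8 of them in edgeR's quasi-likelihood test. Adjusted over the 9 alone, all 9 passed, which shows no stability, since the paper selected the list from these mice. Gabarapl1 (ENSMUSG00000030161, chromosome 6, 129533200 to 129542331) had 123 ± 10.2 CPM (SD, n = 4) against 82.2 ± 4.55 CPM (SD, n = 4) in PBS-injected mice, a log2 fold change of 0.58 (standard error 0.07, FDR = 0.00139 from edgeR's quasi-likelihood test). Map1lc3b (chromosome 8, 121590361 to 121598760) had 264 ± 10.0 CPM (SD, n = 4) against 215 ± 10.7 CPM (SD, n = 4), a log2 fold change of 0.30 (standard error 0.06, FDR = 0.0136 from the same edgeR test). The fold changes of Sqstm1, Ulk1, Bnip3, Atg13, Map1lc3a, Atg14 and Gabarap lay between 1.20 and 1.29. The FDR of Atg14 was 0.0615 in the same edgeR test. Ulk1 was the only transcript of the 9 whose groups overlapped. Only Gabarapl1 and Atg13 had an FDR under 0.05 in all 8 fits that each left out 1 mouse, and those fits gave between 2 and 8 of the 9 transcripts. Scaling by total counts alone left 3. Bnip3 and Map1lc3b have nearly identical pseudogenes, and 28.3% of the exons of Gabarapl1 overlap 1700101I11Rik and 17.3% of those of Sqstm1 overlap 3010026O09Rik, both on the other strand.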

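Of the 15 apoptosis-related transcripts in Table D, 10 were lower and 5 higher in tumor-bearing mice. The FDR was under 0.05 for 8 of the lower transcripts (Pik3cg, Tnfsf10, Birc3, Pik3r3, Apaf1 and Xiap among them) and 2 of the higher ones (Pik3r1 and Bcl7b) in edgeR's quasi-likelihood test. Pik3r3 (ENSMUSG00000028698, chromosome 4, 116221618 to 116303056) had the lowest FDR, with 11.3 ± 0.414 CPM (SD, n = 4) in tumor-bearing mice and 15.3 ± 0.944 CPM (SD, n = 4) in PBS-injected mice, a log2 fold change of -0.43 (standard error 0.08, FDR = 0.0105 from the same edgeR test). Bcl7b (chromosome 5, 135168283 to 135181855) rose from 29.3 ± 3.11 CPM (SD, n = 4) to 37.1 ± 2.13 CPM (SD, n = 4), a log2 fold change of 0.34 (standard error 0.09, FDR = 0.0312 from the same edgeR test). Casp8, Endod1, Fas, Nfkbia and Pik3r2 had FDRs from 0.0516 to 0.0677 in the same edgeR test. All 15 passed when adjusted over the list alone, which shows no stability for a list the paper chose from these mice. The groups overlapped only for Tnfsf10 and Nfkbia. Without LLC1 1-5, 1 of the 15 transcripts had an FDR under 0.05, the fewest of the fits that each left out 1 mouse, which gave up to 12. Offsets for GC content left 6.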

Likewise, minor decreases or increases in mRNA transcripts for apoptosis-related proteins were observed. Thus, in our model of tumor-associated cardiac dysfunction, the changes in ventricular wall thickness in tumor-bearing mice are associated with a reduction in protein synthesis. Increases in protein breakdown and apoptosis are comparatively modest compared to those found in other animal models of cancer stem cell induced cardiac dysfunction. These findings of marked reductions in protein synthesis with relatively modest changes in markers of proteolysis and apoptosis are in contrast to those found in other pre-clinical models of cancer induced heart failure.

Since mitochondria provide energy for muscular contraction in heart and skeletal muscle, we assessed cardiac mitochondrial morphology as well as mitochondrial function. It is known that changes in mitochondrial morphology are associated with alterations in mitochondrial energy production[67]. Cardiac mitochondria from tumor-bearing mice were irregular in ventricular tissue. Measurement of the aspect ratio showed elongation of mitochondria along their longitudinal axes; form factor analysis showed increased mitochondrial branching. These changes in mitochondrial shape were not associated with changes in transcripts of fusion (*Opa1*, *Mfn 1/2*) and fission (*Fis1*, *Drp1*) mediators based on RNA-seq analysis of cardiac tissue. 

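None of the 5 transcripts had an FDR under 0.05 in edgeR's quasi-likelihood test, and 2 of them, Fis1 and Mfn2, had an unadjusted p under 0.05. Opa1 (ENSMUSG00000038084, chromosome 16, 29579334 to 29654884) had 256 ± 12.5 CPM (SD, n = 4) in tumor-bearing mice and 264 ± 26.4 CPM (SD, n = 4) in PBS-injected mice, a log2 fold change of -0.04 (standard error 0.08, FDR = 0.773 from the same edgeR test). Mfn1 (ENSMUSG00000027668, chromosome 3, 32529465 to 32579239) had 419 ± 18.9 CPM (SD, n = 4) against 410 ± 40.0 CPM (SD, n = 4), a log2 fold change of 0.03 (standard error 0.08, FDR = 0.837 from the same edgeR test). Mfn2 (ENSMUSG00000029020, chromosome 4, 147873599 to 147904704) had 1286 ± 41.0 CPM (SD, n = 4) against 1150 ± 66.5 CPM (SD, n = 4), a log2 fold change of 0.16 (standard error 0.06, FDR = 0.137 from the same edgeR test). The groups of Mfn2 did not overlap (exact permutation test, p = 0.0286). Fis1 (ENSMUSG00000019054, chromosome 5, 136953275 to 136966234) had 76.6 ± 7.89 CPM (SD, n = 4) against 63.3 ± 6.12 CPM (SD, n = 4), a log2 fold change of 0.27 (standard error 0.09, FDR = 0.0768 from the same edgeR test). Dnm1l (ENSMUSG00000022789, chromosome 16, 16312235 to 16359030), which encodes Drp1, had 131 ± 8.96 CPM (SD, n = 4) against 139 ± 15.5 CPM (SD, n = 4), a log2 fold change of -0.08 (standard error 0.08, FDR = 0.596 from the same edgeR test). Adjusted over these 5 transcripts alone, 1 of them, Fis1, passed 0.05. When all genes with at least 1 count in any mouse were tested, the FDR of Fis1 was 0.0469 with edgeR, the lowest among its alternatives with all mice, whose highest was 0.181. The small log2 fold changes of 3 transcripts changed sign, to 0.04 for both Opa1 and Dnm1l with offsets for GC content and to -0.02 for Mfn1 with scaling by total counts alone.

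**Figure D5:**
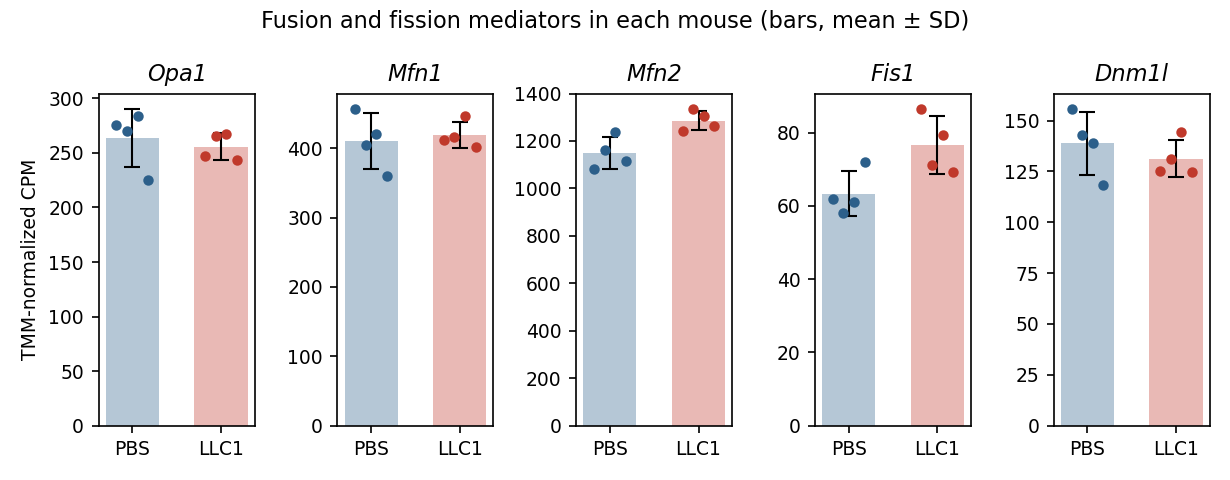
CPM of the fusion mediators Opa1, Mfn1 and Mfn2 and the fission mediators Fis1 and Dnm1l in each of 4 PBS-injected mice (blue) and 4 tumor-bearing mice (red). Bars are means, error bars are ± SD and points are mice. The groups overlap for all of them except Mfn2.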

The data suggest that the alterations in mitochondrial shape and branching in cardiac mitochondria from tumor-bearing mice are independent of mRNA expression of fission and fusion mediators. The presence of altered mitochondrial function in the heart was confirmed in AC16 cells where an inhibitory effect of tumor CM on mitochondrial maximal oxygen uptake was noted. Further analysis of mitochondrial function was performed by immunoblot analysis of mitochondrial OXPHOS complex components where statistically significant decreases in expression of complex II-V were noted (Fig 6). However, analysis of the expression of mRNAs for mitochondrial respiratory chain complex components demonstrates slight increases in the expression of mRNAs for various complex components (Table A in S1 File). In light of the reductions in cardiac muscle protein synthesis rates, it is tempting to speculate that the transcriptional message for mitochondrial OXPHOS complex biogenesis may be blocked at the level of protein translation in the presence of LLC1 tumor burden. 

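Of 79 nuclear genes for subunits of the 5 respiratory chain complexes, 73 were higher and 6 lower in tumor-bearing mice, with a median log2 fold change of 0.18. The median log2 fold change was 0.19 for the 37 genes of complex I, 0.18 for the 4 of complex II, 0.22 for the 9 of complex III, 0.16 for the 14 of complex IV and 0.17 for the 15 of complex V. The FDR was under 0.05 for 18 genes in edgeR's quasi-likelihood test, all higher, while at an unadjusted p under 0.05 there were 40 higher genes and 1 lower gene. Adjusted over this list alone, which was set before the data were examined, 35 genes passed, all higher. Besides transcripts of Table A, the 18 genes include Cox4i1, Atp5b, Atp5a1, Cyc1, Uqcrc1 and Sdha. Tested together with edgeR's camera, which compares a set with all other genes, the 79 genes were higher (adjusted p = 7.73e-11 over 20 gene sets). The size of that p rests on the assumed correlation between genes of 0.01, and with the correlation estimated from the data the adjusted p of edgeR's camera was 0.432. Scaling by total counts alone left 4 of the 79 genes with an FDR under 0.05, and DESeq2 gave 30. With each mouse left out in turn, the number was between 1 and 35. The paper speculates that the message for the respiratory chain complexes may be blocked at translation. It draws on its slight increases in mRNA, the lower amounts of components of complexes II to V in immunoblots (Fig. 6) and the lower protein synthesis rates. The paper's text does not name the subunits blotted, so the mRNAs compared here need not encode them. Subunits encoded by mitochondrial DNA were not analysed here.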

In aggregate, the data point to the presence of reduced mitochondrial energy production in tumor-bearing mice as a result of reduced mitochondrial oxidation. To our knowledge, previous studies have not demonstrated functional, morphological and biochemical defects in cardiac mitochondria in the context of tumor-induced heart failure.

RNA-seq analysis reveals down regulation of apelin and apelin receptor mRNAs. Apelin causes nitric oxide-dependent vasodilatation, reduces ventricular preload and afterload, and increases cardiac contractility in rats with normal and failing hearts[68, 69]. A decrease in apelin and its receptor could contribute to impaired cardiac function in the heart of tumor-bearing mice. The downregulation of the *N-Myc*, *Egr1*, *Sox9* mRNAs and the upregulation of *Gadd45b* mRNA in tumor-bearing mouse heart could conceivably be important in reducing cardiac growth and differentiation[70, 71]. The down regulation of apelin and the apelin receptor mRNA is also a novel finding and has not been reported in previous studies. It is likely to be of importance because of the reported increases in cardiac contractility induced by apelin. Finally, the down regulation of the *Egr1* may be of significant importance given the role of Egr1 in the maintenance of cellular growth.

In summary, our data show gender-specific reductions in cardiac function, ventricular wall thickness, protein synthesis, mitochondrial oxygen consumption in the presence of LLC1 tumors or conditioned media. Isolation of the factor responsible for reduced protein synthesis and oxygen consumption will yield information about factors altering cardiac function in cancer.

## Supporting information

S1 File (DOCX) Click here for additional data file.

S1 Raw Images (PDF) Click here for additional data file.

# Supplementary material for: Impaired cardiac performance, protein synthesis, and mitochondrial function in tumor-bearing mice
**Source:** PLoS One. 2019 Dec 18;14(12):e0226440. doi: 10.1371/journal.pone.0226440
**Supplement:** S1 File

**S1 Supporting Information File**

**Supplemental Figure A.** Photomicrographs of sections of ventricular tissue obtained from mice injected with PBS vehicle (panels A-C) or LLC1 cells (panels D-F), and stained with Masson trichrome stains. Note the absence of fibrosis in ventricular sections from LLC1 injected mice. Scale bar = 100 μm.

**
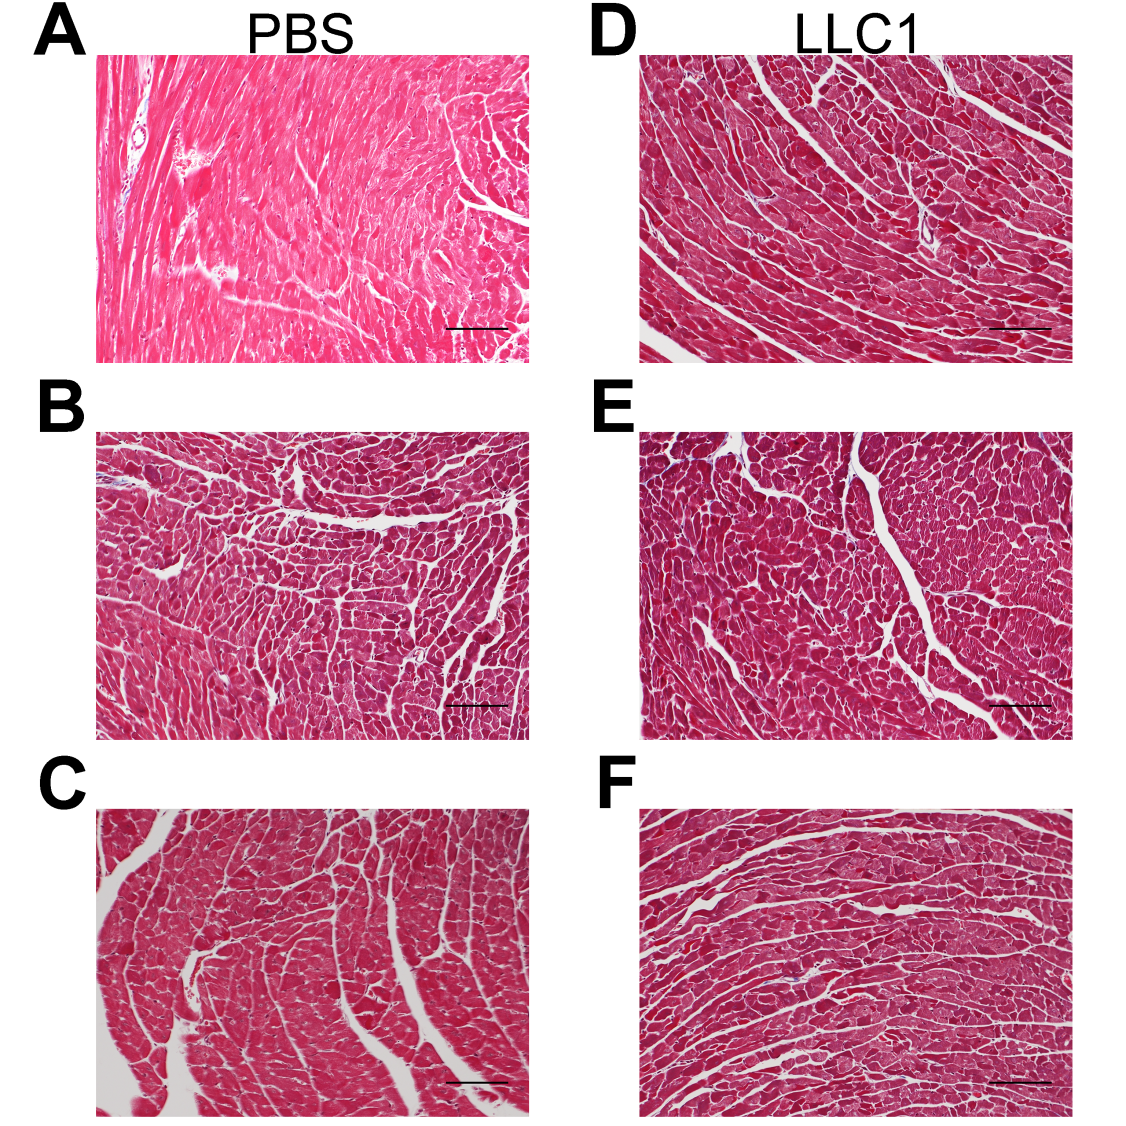
**

**Supplemental Table A.** mRNAs encoding mitochondrial respiratory chain complexes in the hearts of 14-day LLC1 tumor-bearing male mice.

| **Transcripts of mitochondrial respiratory chain complexes altered in tumor-bearing mice** | | |
| --- | --- | --- |
| **Gene Name** | **Fold Change** | **FDR** |
| Ndufs7, NADH: ubiquinone oxidoreductase core subunit S7 | 1.338 | 0.002282 |
| Ndufa7, NADH: ubiquinone oxidoreductase subunit A7 | 1.322 | 0.001476 |
| Cox6a2, cytochrome c oxidase subunit 6A2 | 1.317 | 0.004653 |
| Uqcr11, ubiquinol-cytochrome c reductase, complex III subunit XI | 1.282 | 0.004615 |
| Ndufa13, NADH: ubiquinone oxidoreductase subunit A13 | 1.261 | 0.016382 |
| Ndufv1, NADH: ubiquinone oxidoreductase core subunit V1 | 1.259 | 0.006473 |
| Atp5d, ATP synthase, H+ transporting, mitochondrial F1 complex, delta subunit | 1.252 | 0.015208 |
| Ndufa1, NADH: ubiquinone oxidoreductase subunit A1 | 1.233 | 0.019105 |
| Ndufa6, NADH: ubiquinone oxidoreductase subunit A6 | 1.228 | 0.028311 |
| Ndufa3, NADH: ubiquinone oxidoreductase subunit A3 | 1.224 | 0.038189 |
| Cox8b, cytochrome c oxidase subunit 8B | 1.223 | 0.039008 |
| Ndufb8, NADH: ubiquinone oxidoreductase subunit B8 | 1.221 | 0.011597 |
| Ndufa11, NADH: ubiquinone oxidoreductase subunit A11 | 1.215 | 0.040269 |
| Uqcr10, ubiqunol-cytochrome c reductase, complex III subunit X | 1.208 | 0.045979 |
| Sdhb, succinate dehydrogenase complex iron sulfur subunit B | 1.196 | 0.044406 |

**Supplemental Table B.** Significantly altered mRNAs encoding autophagy-related genes in the hearts of 14-day LLC1 tumor-bearing male mice.

| **Autophagy-related transcripts altered in tumor-bearing mice** | | |
| --- | --- | --- |
| **Gene Name** | **Fold Change** | **FDR** |
| Gabarapl1, gamma-aminobutyric acid receptor-associated protein-like 1 | 1.485 | 1.98E-08 |
| Sqstm1, sequestosome-1 | 1.287 | 0.009269 |
| Ulk1, unc-51 like kinase 1 | 1.279 | 0.020312 |
| Bnip3, BCL2/adenovirus E1B interacting protein 3 | 1.270 | 0.0058 |
| Atg13, autophagy-related protein 13 | 1.241 | 0.001916 |
| Map1lc3a, microtubule-associated protein 1 light chain 3 alpha | 1.240 | 0.016641 |
| Map1lc3b, microtubule-associated protein 1 light chain 3 beta | 1.223 | 0.005151 |
| Atg14, autophagy-related protein 14 | 1.211 | 0.047241 |
| Gabarap, gamma-aminobutyric acid receptor-associated protein | 1.195 | 0.016318 |

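Of the 21 proteolysis-related transcripts in Table C, 13 were higher and 8 lower in the 4 tumor-bearing mice than in the 4 PBS-injected mice. The FDR was under 0.05 for 11 of the higher and 3 of the lower transcripts in edgeR's quasi-likelihood test. Rnf114 (ENSMUSG00000006418, chromosome 2, 167492645 to 167516173), an E3 ubiquitin ligase, had the lowest FDR. Its level was 110 ± 3.57 CPM (SD, n = 4) in tumor-bearing mice and 84.1 ± 4.67 CPM (SD, n = 4) in PBS-injected mice, a log2 fold change of 0.39 (standard error 0.06, FDR = 0.00432 from the same edgeR test). Fbxo31 (ENSMUSG00000052934, chromosome 8, 121549440 to 121578806) had the largest increase, from 117 ± 15.5 CPM (SD, n = 4) to 166 ± 10.1 CPM (SD, n = 4), a log2 fold change of 0.50 (standard error 0.09, FDR = 0.00777 from the same edgeR test). Psmd4 (chromosome 3, 95032694 to 95042614), a subunit of the proteasome, had a log2 fold change of 0.37 (standard error 0.07, FDR = 0.0101 from the same edgeR test). Fbxl16, Ctss, Rnf138, Senp1 and Smurf2, which were lower, and Psma7 and Aurkaip1, which were higher, had FDRs from 0.0517 to 0.0971 in the same edgeR test. All 21 passed when adjusted over the list alone, which shows no stability for a list the paper chose from these mice. Between 7 and 16 of the transcripts had an FDR under 0.05 when each mouse was left out in turn, and with scaling by total counts alone 8 did.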

**Supplemental Table C.** mRNAs encoding proteolysis-related genes altered in the hearts of 14-day LLC1 tumor-bearing male mice.

| **Proteolysis-related mRNA transcripts altered in tumor-bearing mice** | | |
| --- | --- | --- |
| **Gene Name** | **Fold Change** | **FDR** |
| Psme2b, proteasome activator complex subunit 2 | 0.558 | 0.018842 |
| Rnf144a, E3 ubiquitin-protein ligase RNF144A | 0.648 | 5.71E-05 |
| Mmp2, 72 kDa type IV collagenase | 0.654 | 1.56E-05 |
| Ctss, cathepsin S | 0.691 | 0.026646 |
| Fbxl16, F-box/leucine rich-repeat protein 16 | 0.701 | 0.038901 |
| Rnf138, E3 ubiquitin-protein ligase RNF138 | 0.760 | 0.030079 |
| Senp1, sentrin-specific protease 1 | 0.806 | 0.039524 |
| Smurf2, E3 ubiquitin-protein ligase SMURF2 | 0.842 | 0.038502 |
| Psma7, proteasome subunit alpha type-7 | 1.171 | 0.047241 |
| Ctsf, cathepsin F | 1.186 | 0.010763 |
| Aurkaip1, aurora kinase A-interacting protein | 1.211 | 0.034992 |
| Psmc1, 26S proteasome regulatory subunit 4 | 1.212 | 0.003606 |
| Spg7, paraplegin | 1.215 | 0.010203 |
| Psmb10, proteasome subunit beta 10 | 1.239 | 0.003173 |
| MuRF1, muscle RING-finger protein-1 | 1.265 | 0.004397 |
| Rnf144b, E3 ubiquitin-protein ligase RNF144B | 1.277 | 0.016413 |
| Psmd4, 26S proteasome non-ATPase regulatory subunit 4 | 1.288 | 0.000815 |
| Rnf114, E3 ubiquitin-protein ligase RNF114 | 1.303 | 7.09E-05 |
| Fbxo32, F-box only protein 32 | 1.364 | 0.012257 |
| Rnf166, RING finger protein 166 | 1.380 | 2.68E-05 |
| Fbxo31, F-box only protein 31 | 1.412 | 8.48E-05 |

**Supplemental Table D.** mRNAs encoding apoptosis-related genes altered in the hearts of 14-day LLC1 tumor-bearing male mice.

| **Apoptosis-related mRNA transcripts altered in tumor-bearing mice** | | |
| --- | --- | --- |
| **Gene Name** | **Fold Change** | **FDR** |
| Pik3cg, phosphatidylinositol 4,5-bisphosphate 3-kinase catalytic subunit gamma isoform | 0.566 | 0.00192 |
| Tnfsf10, tumor necrosis factor ligand superfamily member 10 | 0.695 | 0.008275 |
| Casp8, caspase 8 | 0.703 | 0.027029 |
| Birc3, baculoviral IAP repeat containing 3 | 0.733 | 0.01319 |
| Pik3r3, phosphatidylinositol 3-kinase regulatory subunit gamma | 0.737 | 0.000551 |
| Apaf1, apoptotic protease-activating factor 1 | 0.744 | 0.006145 |
| Akt3, RAC-gamma serine/threonine-protein kinase | 0.778 | 0.001882 |
| Casp7, caspase 7 | 0.782 | 0.010435 |
| Endod1, endonuclease domain-containing 1 protein | 0.788 | 0.041991 |
| Xiap, X-Linked inhibitor of apoptosis | 0.829 | 0.010693 |
| Fas, fas cell surface death receptor | 1.236 | 0.049854 |
| Pik3r1, phosphatidylinositol 3-kinase regulatory subunit alpha | 1.245 | 0.020027 |
| Bcl7b, B-cell CLL/lymphoma 7 protein family member B | 1.257 | 0.011094 |
| Nfkbia, NF-kappa-B inhibitor alpha | 1.292 | 0.02006 |
| Pik3r2, Phosphatidylinositol 3-kinase regulator subunit beta | 1.306 | 0.020866 |

**Supplemental Table E.** Cardiac ventricular mRNAs changed in tumor-bearing mice vs. vehicle injected mice with a FDR = false discovery rate <0.05 and with fold change <0.5 or > 1.5.

How the deposited data were processed for this re-analysis (not part of the article)

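RNA sequencing of the cardiac ventricles of 8 male C57BL/6 mice was used, 4 injected at 7 weeks of age with 1000000 LLC1 cells and 4 injected with PBS, all sampled 14 days later. The values are gene-level read counts that the authors deposited for each mouse, made by the authors from 150-base paired-end reads of TruSeq libraries, mapped to the mm10 mouse genome. The counts are whole numbers, were not normalized, and cover 43346 genes, of which 15963 have no count in any mouse. The aligner, the counting program, the gene annotation and the strand setting behind the counts are not named in the text of the paper, which refers to earlier papers for the processing. The reads themselves were not analysed here. Each mouse is named by its group and by the replicate code in its label (LLC1 1-2, 1-3, 1-5 and 2-2; PBS 1-1, 1-3, 2-1 and 2-5), and its group was taken from the stated treatment. The 2 groups share only 1 replicate code (1-3), which is carried by different animals, so the groups were compared as unpaired.

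Library totals were 15735823, 15342214, 18909514 and 19747596 counts for the LLC1 mice 1-2, 1-3, 1-5 and 2-2, and 12480706, 13712130, 16192158 and 16160821 counts for the PBS mice 1-1, 1-3, 2-1 and 2-5. A gene at 1 CPM therefore has 12 to 20 counts in a library, and a fold change against a group in which every mouse had 3 or fewer counts is given only as a lower bound. Gene positions are 1-based mm10 coordinates as in the deposited file. Of the gene IDs, 42462 also occur in GENCODE release M21, 42455 of them on the same chromosome and 33497 with the same start and end. GC content was taken from each gene's longest transcript in that release and gene length from the deposited file. The symbols given to more than 1 gene ID number 59, and no gene named by the paper is among them.

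Counts were compared between LLC1 and PBS mice with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (16111 genes), libraries were scaled with TMM factors, and a quasi-likelihood F-test was run for each gene after estimateDisp and glmQLFit. P-values were adjusted by the method of Benjamini and Hochberg, and an FDR under 0.05 was taken as a call. The standard error of a log2 fold change was computed as its absolute value divided by the square root of F. Group means and SDs are of TMM-normalized CPM with n of 4 mice per group. An exact permutation test over the 70 arrangements of the mice is given beside them, for which the smallest possible p is 0.0286. Principal components were computed on log2 CPM with a prior count of 2. The 20 gene sets were tested with edgeR's camera at an inter-gene correlation of 0.01, with adjustment over the 20 sets.

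The alternatives tried were DESeq2 1.42.0, upper-quartile normalization, scaling to total counts only, all genes with at least 1 count in any mouse, genes with at least 10 counts in every mouse, the edgeR likelihood ratio test, limma-voom (limma 3.58.1), robust empirical Bayes, the first number of the replicate code as a covariate, offsets that remove the trend with gene length or with GC content in each library (loess span 0.3), glmTreat for the counts past a fold threshold, fry and camera with an estimated correlation for the gene sets, and each mouse left out in turn. These alternatives, the comparisons and the rule for naming genes were chosen before the data were examined. The genes named are those that the paper names in its text or in Tables A to E, the genes of the 20 gene sets, and, among genes with FDR under 0.05 whose 4 LLC1 values lie all above or all below the 4 PBS values, the 10 with the largest log2 fold change in each direction. Any other gene named in the closing section was chosen after its values were seen.

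For the named genes and for the mitochondrial genes, similar transcripts were searched with BLAST 2.17.0, with at least 97% identity over at least 150 bases for the named genes and at least 95% identity for nuclear copies of mitochondrial genes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data with the fitted dispersions of the 16111 genes. Of 200 changed genes, 197 were called (98.5%), all of them in the right direction, and 5 unchanged genes were called (2.48% of the calls). The changed genes were drawn from genes with high counts and were given larger changes than those of Table A. The share called therefore does not apply to small changes or to genes with low counts. The true log2 fold change lay within 1.96 standard errors for 93.7% of the genes. With no changed gene, 0 genes were called. A simulated trend of log2 fold change with gene length went from a correlation of 0.85 to 0.0068 once offsets were used. A raised gene set had a camera adjusted p of 1.58e-62, and 0 of 20 random sets had an adjusted p under 0.05. Each gene was simulated independently of the others, so the set results do not test the correlation assumed between genes.

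Echocardiography, protein synthesis, immunoblots and mitochondrial respiration were not analysed here, and nor were the reference lists that the paper used to sort the transcripts into its tables. Values of some single genes of the tables and gene sets are not reported here, while the counts of genes include them.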

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

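The tests of the PBS 1-1 library and of the genes outside Table E were chosen only after these results were seen, and the counts of splits of the mice for genes past a threshold were set beforehand.

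The library of the PBS 1-1 mouse lay apart from the other 3 PBS libraries, with a distance to the nearest of them that exceeded 0.829 of the whole range in the group, for 5 measures. Its 10 highest genes held 20.4% of counts (13.9% to 14.4% in the other PBS mice), its TMM factor was 0.935 (1.04 to 1.05), protein-coding genes held 86.8% of its counts (93.8% to 94.6%), lincRNA genes 6.35% (1.55% to 2.11%) and TEC genes 2.64% (0.593% to 0.926%). Over 22 groups of libraries chance gives 1.1 such results, and the 5 found share a library and overlap in content, so they are not 5 independent signs. The design gives no biological explanation for 1 control mouse, and none was tested. A candidate explanation is reads from ribosomal RNA, since 4 genes at a locus on chromosome 17 (39843013 to 39848829), Yam1 and AY036118 foremost, held 7.22% of the counts in PBS 1-1 and 1.13% to 2.31% in the other 7 mice. With these genes removed, 4 of 4 shares were still apart (16.2% against 13.8% to 13.9% for the 10 highest genes, 93.6% against 95.8% to 95.9% for protein-coding genes, 1.79% against 0.786% to 0.902% for lincRNA genes and 0.170% against 0.0680% to 0.0781% for TEC genes), so the locus accounts for part of the difference and not for all of it. Malat1 (1.10%), Gm23935 (1.30%), Lars2 (1.46%) and Ttn (1.73%), named after their values were seen, also held a larger share of the counts in PBS 1-1 than in each of the other 7 mice. Bias by gene length would show as a trend of the library's deviation with length, and the rank correlation was 0.00582, so length does not account for the difference. The rank correlation with GC content was -0.275, and that of PBS 2-5, which was not apart, was 0.355, of the opposite sign. The shares were not computed after a correction for GC content, so the library cannot be told apart from one with GC bias. GC bias, RNA integrity and the efficiency of poly-A selection remain as explanations, and the latter 2 were not analysed here. The library does not account for the genes called between the groups, because 1923 genes had an FDR under 0.05 without PBS 1-1 and 1406 with it, 1311 of them shared.

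Among the genes named by the rule, 15 of 312 groups of 4 mice had a mouse as far from the others, where chance gives 15.6, so their number calls for no explanation and none was tested. In the LLC1 1-2 mouse, Psme2b (9.33 CPM, 5.25 to 5.38 in the other LLC1 mice) and Psmb10 (46.0, 40.9 to 41.7) were high and Pdk4 (718, 1406 to 1523) was low. Postn was low in LLC1 1-3 (19.2, 27.4 to 28.8), and Top2a (1.42, 0.529 to 0.658), Scml4 (2.24, 1.56 to 1.65) and Myh6 (56460, 53471 to 53927) were high in LLC1 1-5. LLC1 2-2 was high for Sqstm1 (508, 448 to 456), Fbxo31 (181, at most 162.9 in the others) and Cilp (16.8, 7.57 to 9.08). Among the PBS mice, Ctss was low (13.8, 20.5 to 21.4) and S100a9 high (0.601, 0.235 to 0.295) in PBS 1-1, and Prdm1 (4.19, 5.96 to 6.30), Ces2e (2.30, 2.75 to 2.80) and Gm5582 (0.354, 0.771 to 0.824) were low in PBS 2-5. No mouse had more than 3 of the 15.

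With an FDR under 0.05, 109 genes were at least 1.5-fold higher and 78 genes were at or under 0.5-fold in LLC1 mice that Table E does not list. Of the 35 splits of the 8 mice into groups of 4, the real one included, 1 gave as many genes at or over 1.5-fold and 1 gave as many at or under 0.5-fold, and the other splits gave at most 1 gene in either direction. No other split gave more than 2 genes with an FDR under 0.05 at any fold change, so these are not separate tests of the fold thresholds. The tumor is the biological explanation that the design gives. Of the 109 higher genes, 71 were still past both thresholds with offsets for gene length, 85 with offsets for GC content, 62 when libraries were scaled to total counts only and 88 among genes with at least 10 counts in every mouse, so none of these accounts for all of them. Of the 78 lower genes, 75, 72 and 74 were still past the thresholds with length offsets, GC offsets and total counts, and 16 among genes with at least 10 counts in every mouse. A decrease in LLC1 mice can itself take a gene out by that filter, so this number cannot tell whether the decreases rest on low counts. With 1 mouse left out, 53 to 95 of the 109 and 37 to 74 of the 78 were still past the thresholds, the fewest without PBS 1-3. The genes were selected with all 8 mice, so leaving out any mouse can only lower these numbers, and how far they fall depends on which mouse is left out. No single mouse thus accounts for all of the genes in either direction. How many of the lower genes rest on low counts remains open, and an effect of the tumor is a hypothesis. The 10 genes with the largest increase are all outside Table E, I830127L07Rik first (log2 fold change 2.10, FDR 0.00617), and 7 of the 10 with the largest decrease are outside it. Kntc1 was at least 6.96-fold lower (FDR 0.000677) and Hmmr at least 6.74-fold lower (FDR 0.00144), and both had 3 or fewer counts in every LLC1 mouse.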

How the results depend on the processing

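All alternatives were set in advance, and no test in this part was chosen only after the result was seen. The cause of each change below was not tested.

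The number of genes with FDR under 0.05 (1406) ranged from 1018 to 1855 over 11 alternative settings and that of genes lower in LLC1 (743) from 702 to 1002, and the genes called in Table E (56 of 57) ranged from 51 to 57. No gene called in both the reported comparison and an alternative changed direction, and of the 1406 genes between 908 (total counts) and 1393 (likelihood ratio test) were shared.

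Scaling to total counts gave 225 genes higher in LLC1 in place of 663 (22.1% of the calls against 47.2%), 65 in place of 112 at or over 1.5-fold, 4 in place of 11 genes of Table A, 3 in place of 8 of Table B, 8 in place of 14 of Table C and 4 in place of 18 nuclear OXPHOS genes called higher, with a median log2 fold change of all genes of -0.06 against -0.01. With genes that had at least 10 counts in every mouse, 66 in place of 129 were at or under 0.5-fold. When glmTreat tested the fold thresholds themselves, 0 genes were called at or under 0.5-fold and 0 at or over 1.5-fold, with 84 and 66 genes at an unadjusted p under 0.05. Length offsets left 6 genes of Table A and called 1 nuclear OXPHOS gene lower in place of 0 (1 at an unadjusted p under 0.05 in the reported comparison), and GC offsets left 6 genes of Table A and 6 in place of 10 of Table D. With the first number of the code as a covariate, 2 in place of 4 genes of Tables B to D changed by 1.5-fold or more. DESeq2 called 30 nuclear OXPHOS genes higher, and with all genes that had at least 1 count in any mouse, 1 fusion and fission gene was called in place of 0. For the gene sets, fry gave 6 in place of 13 and camera with an estimated correlation 0, with 3 at an unadjusted p under 0.05. All other counts were within 1.5 times the reported ones over these 11 settings (12 for the counts past a fold threshold).

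With 1 mouse left out, over 8 fits, the genes with FDR under 0.05 ranged from 546 to 1923, those higher from 212 to 904, those lower from 334 to 1019, those at or under 0.5-fold from 82 to 168 and those at or over 1.5-fold from 66 to 190. Between 538 and 1311 of the 1406 genes were shared. The called genes ranged from 1 to 14 in Table A, 2 to 8 in Table B, 7 to 16 in Table C, 1 to 12 in Table D and 49 to 57 in Table E, those of Tables B to D changed by 1.5-fold or more from 0 to 6, the nuclear OXPHOS genes called higher from 1 to 35 and lower from 0 to 0, the fusion and fission genes from 0 to 1, and the gene sets from 13 to 15. The lowest number of genes with FDR under 0.05 came without PBS 1-3 and the highest without PBS 1-1. These fits also have 1 animal less.

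The log2 fold changes of 6 genes changed sign under some alternative. GC offsets gave 0.042 for Opa1, 0.035 for Dnm1l and 0.063 for Esm1, total counts gave -0.019 for Mfn1, and leaving out 1 mouse gave -0.031 to 0.086 for Mfn1, -0.073 to 0.061 for Esm1, -0.13 to 0.51 for Nppa and -0.54 to 0.071 for Nppb. For the 156 named genes, 1698 values in 11 settings comprised 1541 with the same direction and side of the threshold, 81 weaker, 72 stronger and 4 of opposite sign, and the 1248 values with a mouse left out comprised 1012, 207, 24 and 5.

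No paired analysis was possible because the groups share only 1 replicate code. The likelihood ratio test and robust empirical Bayes give no value for the gene sets, and glmTreat, fry and camera with an estimated correlation apply only to the results named with them. Depth limits the genes near 1 CPM, where 12 to 20 counts per library decide a fold change.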

Differences from the paper's values

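No test in this part was chosen only after the result was seen.

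The FDR of Apln was 0.000810 in edgeR's quasi-likelihood test and 4.82e-14 in the paper's Table E, that of Aplnr 0.000142 against the paper's 3.68e-26, that of Mycn 0.00273 against the paper's 7.42e-10, that of Egr1 0.00690 against the paper's 0.000386, that of Sox9 0.0299 against the paper's 0.000936 and that of Gadd45b 0.00432 against the paper's 1.01e-06. For Egr1, DESeq2 in place of edgeR gave 0.000464, within 1.5 times the paper's value, and no other alternative set before the data were examined did. For Apln, Aplnr, Mycn, Sox9 and Gadd45b none of these alternatives closed the gap. DESeq2 gave 2.36e-13 for Apln, 2.76e-29 for Aplnr, 1.11e-07 for Mycn, 0.00551 for Sox9 and 4.80e-06 for Gadd45b, and the edgeR likelihood ratio test gave 1.08e-13, 4.12e-28, 2.47e-08, 0.00341 and 1.54e-06 for these and 1.50e-06 for Egr1. Over the 117 transcripts of Tables A to E, the paper's FDR was lower than that of the quasi-likelihood test for 116 and within 1.5 times it for 8, with a median ratio of the present value to the paper's of 13.9. The number within 1.5 times was 24 with DESeq2 (median ratio 0.945), 28 with all genes that had at least 1 count in any mouse and 56 with the likelihood ratio test (median ratio 0.916). The fold changes of the 117 transcripts differed by none of these margins, with ratios to the paper's from 0.989 to 1.02.

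The transcripts past the FDR and fold thresholds numbered 241, against the paper's 57, with 129 lower against the paper's 54 and 112 higher against the paper's 3. With genes that had at least 10 counts in every mouse, 66 were lower, within 1.5 times the paper's number. No other alternative set before the data were examined came within 1.5 times for the lower transcripts, and none did for the higher transcripts or for the total. When glmTreat tested the fold thresholds themselves, 0 were lower and 0 higher, with 84 and 66 at an unadjusted p under 0.05.

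In Tables A to D the paper lists 17 transcripts as changed that had an FDR of 0.05 or more in the quasi-likelihood test, each with the paper's direction. In Table A these were Ndufa6 (0.0539), Ndufa3 (0.0622), Ndufa11 (0.0549) and Uqcr10 (0.0645). DESeq2, all genes with at least 1 count in any mouse and the likelihood ratio test each called all 4 of them, robust empirical Bayes also called Ndufa6 and Ndufa11, and upper-quartile normalization and limma-voom also called Ndufa6. In Table B, Atg14 (0.0615) was called only with the likelihood ratio test. In Table C, Ctss (0.0621) was called with DESeq2, all genes with at least 1 count, the likelihood ratio test and length offsets, Rnf138 (0.0542) with the likelihood ratio test, Senp1 (0.0655) with the likelihood ratio test and with the first number of the code as a covariate, Smurf2 (0.0656) with total counts and with that covariate, and Psma7 (0.0517) and Aurkaip1 (0.0547) with DESeq2, all genes with at least 1 count, the likelihood ratio test and robust empirical Bayes. Fbxl16 (0.0971) was called in no setting. In Table D, Casp8 (0.0677) was called with DESeq2, all genes with at least 1 count and the likelihood ratio test, Endod1 (0.0670) with the likelihood ratio test, Fas (0.0670) with the likelihood ratio test and GC offsets, Nfkbia (0.0516) and Pik3r2 (0.0532) with DESeq2, all genes with at least 1 count, the likelihood ratio test, limma-voom and robust empirical Bayes, and Pik3r2 also with the covariate and with length offsets. Fits that left out 1 mouse called 14 of the 17, each in 1 or 2 of the 8 fits, and did not call Fbxl16, Psma7 or Aurkaip1.

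The paper states an upper limit for the increases in Table A, and the fold changes of Ndufs7 (1.34), Ndufa7 (1.33) and Cox6a2 (1.32) were above it, as they are in the paper's own Table A. Rounded to the precision of the stated limit, these fold changes equal it, so they need not conflict with the statement. For Tables B to D the paper states that no transcript passed a limit of size, and the fold changes of Psme2b (0.554), Pik3cg (0.569), Rnf144a (0.650) and Mmp2 (0.656) were past 1.5-fold when a decrease is counted by its inverse. The paper's own Tables C and D list these 4 past 1.5-fold as well. The statement on Tables B to D thus differs from the paper's tables and not only from the values here. The paper states that Table E holds transcripts at or below its lower threshold, and the fold changes of Vash1 and Map1b were just above it, at 0.501. The paper reports no change of the fusion and fission mediators, and 0 of the 5 had an FDR under 0.05, but Fis1 was called with all genes that had at least 1 count in any mouse (FDR 0.0469) and without PBS 2-5 (FDR 0.0281), while its FDR over the other alternatives ran from 0.0503 to 0.212.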

Other observations

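The counts of splits of the mice for single gene sets, the tests of what Table E leaves out, and the tests of nuclear copies of mitochondrial genes, of fibroblasts and of blood were chosen only after the result was seen.

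The 8 mice can be split into groups of 4 in 35 ways, the real one included. Of the 35 splits, 1 gave as many genes with FDR under 0.05 as the real groups (1406), 1 as many higher genes, 1 as many lower genes and 1 as many nuclear OXPHOS genes called higher (18), and the other splits gave at most 2 genes with FDR under 0.05. The same count was 1 of 35 for Table A, 1 for Table B, 1 for Table C, 1 for Table D, 1 for Table E and 1 for the transcripts of Tables B to D changed by 1.5-fold or more, but the tables list transcripts chosen for a difference between these very groups, so these counts cannot tell a real difference from chance. The results for higher, lower and nuclear OXPHOS genes are not separate tests, since no other split gave more than 2 genes in all. The number of nuclear OXPHOS genes called lower and that of fusion and fission genes called were 0, which 35 of 35 splits reached, so the splits test nothing there (at an unadjusted p under 0.05, 1 nuclear OXPHOS gene was lower and 2 fusion and fission genes, Fis1 and Mfn2, were higher). The number of gene sets called (13) was reached by 5 of 35 splits, the others giving up to 14 and a median of 8. No split into groups of 4 follows the first number of the replicate code, which is 1 for 5 mice and 2 for 3. Of the 35 splits, 20 part the mice coded 1-3 as the real one does. Among these 20 the real split again stood alone for the number of genes, and 4 gave as many gene sets, but with 20 splits no share under 5% is possible.

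Of 20 gene sets, 13 had an adjusted p under 0.05 with edgeR's camera, 7 higher and 6 lower in LLC1 mice. Higher were the nuclear OXPHOS genes (median log2 fold change 0.18, adjusted p 7.73e-11, with a camera p as small in 9 of 35 splits), the acute phase and STAT3 genes (0.54, 3.14e-08, 1 of 35), the fatty acid oxidation genes (0.20, 9.33e-06, 1 of 35), the cytosolic ribosomal proteins (0.13, 9.33e-06, 18 of 35), the glucocorticoid response genes (0.41, 5.38e-05, 9 of 35), the proteasome genes (0.09, 0.000985, 6 of 35) and the neutrophil genes (1.10, 0.00344, 7 of 35, with 4 genes tested). Lower were the fibroblast and matrix genes (-0.62, 4.26e-13, 2 of 35), the cell cycle genes (-0.66, 1.47e-12, 5 of 35), the angiogenic endothelial genes (-0.47, 9.33e-06, 4 of 35), the macrophage genes (-0.28, 1.35e-05, 8 of 35), the interferon-gamma and MHC class II genes (-0.39, 0.000141, 11 of 35) and the pan-endothelial genes (-0.20, 0.000425, 8 of 35). Only the acute phase and STAT3 genes and the fatty acid oxidation genes had a share of splits under 5%, and by the camera p the other 11 sets cannot be told apart from a chance split of the mice. Counted by the median log2 fold change, 1 of 35 splits had a median as far from 0 for 7 sets, these 2 and the cell cycle, angiogenic endothelial, fibroblast and matrix, neutrophil and proteasome genes, and 2 to 5 of 35 did for the other 6. With fry the adjusted p was 0.00429 for the acute phase and STAT3 genes and 0.00159 for the fatty acid oxidation genes, and under 0.05 also for the fibroblast and matrix (0.0266), cell cycle (0.0414), angiogenic endothelial (0.0464) and neutrophil genes (0.0464). With the correlation between genes estimated, the adjusted p of edgeR's camera for the 13 sets ran from 0.106 to 0.601. The other alternatives called each of the 13 in the same direction in 9 of 9 settings (8 of 8 for the neutrophil genes) and in 8 of 8 fits that left out 1 mouse. The median log2 fold change of the cytosolic ribosomal proteins was positive in all 9 settings, from 0.051 to 0.15, and that of the proteasome genes was too, from 0.040 to 0.11.

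The small increases of the Table A transcripts may come from a technical bias or from the tumor. With length offsets 6 of the 15 transcripts had an FDR under 0.05 and with GC offsets 6, against 11, so neither bias accounts for all of them. The lowest median log2 fold change of the 79 nuclear OXPHOS genes under another scaling was 0.13, so the choice of scaling does not account for the direction. Over all 9 alternative settings with a value for this set, the lowest median was 0.106, against 0.182 in the reported comparison. The size of the increases thus depends on the setting. Without PBS 1-3, 1 of the 15 had an FDR under 0.05, and the other fits that left out 1 mouse gave 5 to 14, while every log2 fold change stayed positive in all 8 fits, the lowest being 0.21 for Ndufa11. These 8 fits have the same size, so the number of calls depends on which mouse is left out. The direction did not change, but for the 12 transcripts whose groups did not overlap, leaving out 1 mouse could hardly change it. The paper also chose the list from these mice, so the constant direction is no sign of stability.

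The lower Apln and Aplnr could reflect fewer endothelial cells. The median log2 fold change of the pan-endothelial genes was -0.20, far smaller than the -1.68 of Aplnr, which goes against this as the whole explanation. A candidate explanation is less angiogenic endothelium, whose genes, without Apln and Aplnr, had a median of -0.47 and an adjusted p of 9.33e-06 with edgeR's camera, but 4 of the 35 splits gave a camera p as small (1 of 35 gave a median as far from 0). For Egr1, a lower immediate early program as a group was a borderline result that depends on the setting (median -0.20, adjusted p 0.0507 with edgeR's camera). The set was called lower in 4 of 9 alternative settings and in 3 of 8 fits that left out 1 mouse, and 21 of 35 splits gave a camera p as small.

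For the increases in Tables B and C, a glucocorticoid response (adjusted p 5.38e-05 with edgeR's camera) and an acute phase and STAT3 response (adjusted p 3.14e-08) are candidate explanations, since both sets were higher. The former had 9 of 35 splits with a camera p as small and the latter 1 of 35. That the sets rose does not show that they drive the transcripts in the tables, which was not tested. For the decreases in Table E, the fibroblast and matrix genes (adjusted p 4.26e-13 with edgeR's camera) and the cell cycle genes (adjusted p 1.47e-12) were lower as groups, so the transcripts of the table may be part of wider decreases in matrix production and in cell division, with 2 and 5 of 35 splits giving a camera p as small and 1 of 35 giving a median as far from 0 for each. Fewer fibroblasts would lower identity and matrix genes alike. The median log2 fold change was -0.20 for 8 fibroblast identity genes (-0.62 to 0.25), 6 of which were lower and 2 called lower. It was -0.64 for 12 matrix genes (-0.98 to -0.03), 10 of which were called lower. The identity genes were few, went both ways and overlapped the matrix genes in range. The medians therefore cannot tell whether fewer fibroblasts account for part of the decrease or for all of it.

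S100a8 (log2 fold change 1.76, standard error 0.45, FDR 0.0337 in edgeR's test) and S100a9 (1.72, standard error 0.33, FDR 0.0109) were higher in 4 of 4 LLC1 mice than in each PBS mouse, and stayed under an FDR of 0.05 in 2 and 8 of 8 fits that left out 1 mouse. More blood in the tissue could raise them, and the erythroid genes were not called (adjusted p 0.344 with edgeR's camera, median log2 fold change 0.34). The erythroid set has 7 genes tested and was called in 0 of 9 alternative settings. It was called in 2 of 8 fits that left out 1 mouse, with medians over the 8 fits from -0.17 to 0.60. The set thus depends on single mice and cannot decide whether more blood raised S100a8 and S100a9. Neutrophils in the tissue remain a hypothesis, and the neutrophil set itself has only 4 genes, S100a8 and S100a9 among them. Both had fewer than 10 counts in at least 1 mouse. S100a9 had 0.601 CPM in PBS 1-1 and 0.235 to 0.295 CPM in the other PBS mice, so its fold change rests on few counts.

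A threshold of 2-fold in both directions for Table E is a candidate explanation for most of the higher genes that it leaves out. Of 91 genes called with a fold change from 1.5 to under 2, 0 are in Table E. A minimum of expression is a candidate explanation for the lower genes that it leaves out, since 85.9% of the 78 had a mean level below the lowest of Table E (1.81 CPM). Of 69 genes changed at least 2-fold in either direction with a mean at or above that level, 54 are in Table E.

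The 37 genes of the mitochondrial genome have 0 counts in all mice. Reads from them could have been counted on 11 near-identical nuclear copies (95.2% to 100% identity, 9 mitochondrial genes), which hold 1.30% of all counts, but without the reads this cannot be told apart from removal of such reads before counting. The copies together had 14350 ± 902 CPM (SD, n = 4) in LLC1 mice and 11241 ± 1486 CPM (SD, n = 4) in PBS mice, a ratio of 1.28 (exact permutation test, p = 0.0286, the smallest that 4 against 4 can give). All 11 were higher and 4 had an FDR under 0.05 (Gm13340, Gm28437, Gm28661 and Gm28438, named after their values were seen).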
